# Splenic Immune Response Is Down-Regulated in C57BL/6J Mice Fed Eicosapentaenoic Acid and Docosahexaenoic Acid Enriched High Fat Diet

**DOI:** 10.3390/nu9010050

**Published:** 2017-01-10

**Authors:** Nikul K. Soni, Alastair B. Ross, Nathalie Scheers, Otto I. Savolainen, Intawat Nookaew, Britt G. Gabrielsson, Ann-Sofie Sandberg

**Keywords:** eicosapentaenoic acid (EPA)/docosahexaenoic acid (DHA), spleen transcriptomics, inflammation and immunity, NF-κB, arachidonic acid

## Abstract

Dietary *n*-3 fatty acids eicosapentaenoic acid (EPA) and docosahexaenoic acid (DHA) are associated with reduction of inflammation, although the mechanisms are poorly understood, especially how the spleen, as a secondary lymphoid organ, is involved. To investigate the effects of EPA and DHA on spleen gene expression, male C57BL/6J mice were fed high fat diets (HFD) differing in fatty acid composition, either based on corn oil (HFD-CO), or CO enriched with 2 g/100 g EPA and DHA (HFD-ED), for eight weeks. Spleen tissue was analyzed using transcriptomics and for fatty acids profiling. Biological processes (BPs) related to the immune response, including T-cell receptor signaling pathway, T-cell differentiation and co-stimulation, myeloid dendritic cell differentiation, antigen presentation and processing, and the toll like receptor pathway were downregulated by HFD-ED compared with control and HFD-CO. These findings were supported by the down-regulation of NF-κB in HFD-ED compared with HFD-CO fed mice. Lower phospholipid arachidonic acid levels in HFD-ED compared with HFD-CO, and control mice suggest attenuation of pathways via prostaglandins and leukotrienes. The HFD-ED also upregulated BPs related to erythropoiesis and hematopoiesis compared with control and HFD-CO fed mice. Our findings suggest that EPA and DHA down-regulate the splenic immune response induced by HFD-CO, supporting earlier work that the spleen is a target organ for the anti-inflammatory effects of these *n*-3 fatty acids.

## 1. Introduction

Inflammation is an important biological process for the maintenance of tissue homeostasis. However, sustained inflammation could lead to certain diseases [1]. Chronic low-grade inflammation and immune system activation are observed in abdominal obesity and may have a role in the pathogenesis of obesity related diseases such as type-2 diabetes (T2D) and cardiovascular diseases (CVD) [2,3], and therefore is one of the main threats to health with increased risk of mortality and morbidity [4]. The World Health Organization reports that chronic diseases kills more than 38 million people worldwide [5]. Thus, resolution of low-grade inflammation has become a therapeutic target for preventing CVD and may have wider application in the prevention of chronic diseases. 

The spleen is a secondary lymphoid organ, with the primary function to filtrate the blood from damaged or senescent erythrocytes and antigens. During filtration, blood is exposed to mature lymphocytes leading to the production of new immune cells and antibodies. The spleen contains high levels of specialized T-cells and B-cells [6], and is therefore a suitable choice, e.g., for studies of the immune response during chronic inflammation. Inflammation is characterized by increase in white blood cell count [7,8], pro-inflammatory cytokines [9], and chemokines [10]. Diets high in saturated fatty acids are thought to stimulate chronic low-grade inflammation [11], whereas replacing saturated fatty acids with unsaturated fatty acids reduces the risk of inflammation [12]. Cell culture, animal studies, human trials and epidemiological studies have shown the potential preventive effects of *n*-3 polyunsaturated fatty acids in reducing inflammation [13,14,15,16]. 

The main polyunsaturated *n*-3 fatty acids in marine oils, eicosapentaenoic acid (EPA) and docosahexaenoic acid (DHA), are widely used as supplements and are purported to have a wide range of effects. It is unclear how *n*-3 fatty acids may reduce risk of inflammation, though there have been many mechanistic studies on *n*-3 fatty acids [17]. Although several studies have investigated the effects of *n*-3 fatty acids in spleen or splenocytes [18,19,20], few studies have investigated the effects of *n*-3 fatty acids on the spleen transcriptome [21]. We recently found that the innate and adaptive immune system in spleen was down-regulated by menhaden fish oil [21], a mix of fatty acids and other lipophilic compounds, including EPA and DHA. To explore the effects and understand the underlying mechanisms of pure EPA and DHA on the splenic immune response, we used transcriptomics to measure the response in gene-expression in spleen from mice who were fed a high-fat diet based on corn oil, partly replaced by EPA and DHA. Direct effects of the difference in fat intake on spleen fatty acid composition were also measured.

## 2. Materials and Methods

### 2.1. Animals and Ethical Declaration

Six-week-old male C57BL/6J mice were purchased from the Harlan Laboratories (Envigo, Horst, The Netherlands). They were caged 5–6 per group with ad libitum access to food and water throughout the study and were acclimatized in temperature and humidity controlled environment with 12-h dark/light cycle for three-weeks at a certified animal facility in Gothenburg, Sweden [22]. After acclimatization, the mice were fed either a HFD or normal diets (see Diets for details) for 8 weeks thereafter. Upon termination with intraperitoneal sodium barbital injection followed by cervical dislocation, spleen was dissected, weighed and snap-frozen in liquid nitrogen and stored at −80 °C until further use. The animal study was approved by the Animal Ethical Committee at Gothenburg University (Approval # 253-2009).

### 2.2. Diet

During the three-week acclimatization period, the mice were fed a standard control chow (based on AIN93m) [23]. There were no measured differences in mice body weight at the start of study (Table 1), and their body weights were measured weekly during the 8-week intervention study. Two mice from the control group were removed due to unsocial behavior, leaving *n* = 10 mice in control and *n* = 12 mice in each of the two HFD groups. HFD were used to induce obesity in the mice. In the two HFD groups, the HFD were matched for macronutrient content. The HFD was prepared either with 5% (*w*/*w*) corn oil, while the EPA and DHA enriched HFD was prepared with 3% (*w*/*w*) corn oil and 2% (*w*/*w*) EPA and DHA triglycerides (EPAX AS Lysaker, Norway). The content of EPA and DHA in HFD-ED diet was 8 g/kg [24,25]. The control diet provided 24% energy (E%) as protein, 12 E% as fat and 65 E% as carbohydrates, whereas the two HFD contained 25 E% as protein, 32 E% as fat and 44 E% as carbohydrates (Table 1). The diets were prepared by Lantmännen AB (Kimstad, Sweden). Mice had ad libitum access to water and diet, and the diets were changed three times per week during the study.

### 2.3. Splenic Fatty Acid Profiling

Approximately 100 mg spleen tissue was weighed, freeze-dried and extracted using the Folch total lipid extraction method [26]. Internal phospholipids (C17:0) and triglyceride (C19:0) standards (Nu-Chek prep, Inc., Elysian, MN, USA) were added to the samples prior to the separation of neutral fatty acids, free fatty acids and phospholipids fractions using solid phase extraction. The fatty acids profiles in each fraction was quantified by gas chromatography mass spectroscopy (GC-MS) as previously described [27].

### 2.4. RNA Isolation, Quality Assurance and Microarray Analysis

Spleen from four different mice from each group was selected for total RNA isolation on the basis of their body weight, plasma triglyceride and plasma cholesterol levels. Total RNA was purified using the RNeasy^®^ Plus Universal Mini kit (Qiagen Nordic, Sollentuna, Sweden). RNA integrity was estimated using RNA 6000 Nano LabChip for Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). RNA was quantified by NanoDrop 2000c UV-Vis Spectrophotometer (Thermo Scientific, Wilmington, NC, USA).

Microarray experiments were run at the Swegene Centre for Integrative Biology at Lund University Genomics core facility. Briefly, total RNA was labeled and hybridized to MouseWG-6_V2.0 Expression BeadChip (MouseWG-6_V2.0_R3_11278593_A; Illumina, CA, USA) containing 45,281 transcripts. The BeadChip content is derived from the National Center for Biotechnology Information Reference Sequence (NCBI RefSeq) database (Build 36, Release 22). The chip is supplemented with probes derived from the Mouse Exonic Evidence Based Oligonucleotide (MEEBO) set as well as examples protein-coding sequences from RIKEN FANTOM2 database. The data (raw and normalized) are deposited in SOFT-format at Gene Expression Omnibus (GEO) database under the accession number GSE76622.

The fluorescence intensities (raw signals), for the mean intensities of arrays were extracted from illumina bead array files using GenomeStudio Gene Expression software (GSGX v1.9.0, Illumina, San Diego, CA, USA). The data were quantile normalized, and variance-stabilizing transformation (VST) was performed using the default setting of lumiExpresso function from lumi package [28]. Empirical Bayes method from the Linear Models for Microarray Data (limma) package was then applied to the signals to calculate moderated t- and F-statistics, log odds and differential expression for comparisons between the diets [29]. 

Platform for integrative analysis of omics data (Piano) Bioconductor package was used for gene-set enrichment analysis (GSEA) for functional inference [30]. Before implementing the gene-set enrichment function from Piano, gene-set collection (gsc) files were prepared for gene ontologies (GO) related to biological processes (BPs), molecular function (MF) and cellular components (CC) and the other gsc file contains subset for BPs related to immune system process (GO:0002376). Furthermore, canonical signaling and metabolic pathways from the KEGG database was used for pathway analysis. Pathview function from the Pathview package was used to visualize the data, which renders KEGG pathway based on the experimental results [31]. As spleen is considered an important immunological tissue, we ran Piano for both, global and immune related changes in spleen for all diet combinations. In both gene-set analyses, gene-sets with less than 10 or more than 500 genes were excluded. For gene-expression analysis, a Benjamini–Hochberg corrected *p*-value < 0.001 for at least one diet comparison was considered significant.

### 2.5. Quantitative Real-Time PCR (qRT-PCR)

RNA of genes that were identified as being of especial interested based on the transcriptomics analysis was quantified to confirm the transcriptomics findings. Briefly, total RNA was isolated from selected mice spleen tissue and 10 ng/μL of total RNA were used for cDNA synthesis using universal cDNA synthesis kit to make the final reaction volume up to 10 μL (ExiLERATE LNA™ qPCR, Exiqon Inc., Woburn, MA, USA). Then, 1 μL of cDNA solution was diluted with 79 μL of nuclease free water. From this reaction, 4 μL of diluted cDNA was used for the qRT-PCR using the PCR starter kit (ExiLERATE LNA™ qPCR, Exiqon). The plate was run on Bio-Rad CFX96 (Bio-Rad Laboratories Inc., Hercules, CA, USA) real time detection system for 40 cycles following the manufacturers protocol. The KiCqStart™ SYBR green primers used were as follows: (a) Adipoq: *for*—CCACTTTCTCCTCATTTCTG, *rev*—CTAGCTCTTCAGTTGTACTAAC; (b) Ltf: *for*—CAAAAGGATAGATTCCCCAAC, *rev*—GTAACTCCTCAAATACCGTGC; (c) Ccl19: *for*—TTCTTAATGAAGATGGCTGC, *rev*—CTTTGTTCTTGGCAGAAGAC; and (d) Ubc: *for*—GAGACGATGCAGATCTTTG, *rev*—ATGTTGTAGTCTGACAGGG. Data analyses were performed by comparing ΔΔ*C*t values exported from the CFX manager software (BIORAD), using *Ubiquitin* (*Ubc*) as the reference gene and expressing changes relative to the control group.

### 2.6. Statistical Analysis

Differences due to diet in the physiological parameters and fatty acid concentrations measured were tested using one-way Anova followed by post-hoc Tukey-Honest significant difference test (Tukey-HSD). A *p*-value < 0.05 was considered significant unless otherwise stated. Statistical and sequencing data were analyzed in R Studio interface (Version 0.99.902—© 2009–2016 RStudio Inc., Boston, MA, USA) and packages from Bioconductor. The data are presented as mean ± SEM.

## 3. Results

### 3.1. Physiological Changes in Mice—Effects of High Fat Diets Differing in Their Fat Composition

No difference was observed in absolute spleen weight between the diet groups, though the HFD-CO fed animals had a lower spleen to body weight ratio (17%) compared with HFD-ED (*p*-value = 0.02) (Table 2). After eight-week intervention, the body weight gain was slightly higher in HFD-CO fed mice compared with HFD-ED fed mice (Table 2). We have previously reported higher plasma triglycerides and lower hepatic total lipids in the HFD-ED fed mice compared with HFD-CO fed mice [22].

### 3.2. Spleen Fatty Acid Profiles

Neutral lipids: The amount of total neutral lipid was higher in HFD-CO fed mice compared with HFD-ED but the amounts did not differ between control and HFD-ED fed mice (Table 3). The amount of saturated fatty acid (SFA) C14:0 was higher in HFD-CO compared with HFD-ED fed mice. The amount of C20:3 *n*-6 was lower in HFD-ED fed mice compared with control diet fed mice. C20:4 *n*-6 (arachidonic acid) did not differ between any compared diet groups. As expected, the amount of C22:6 *n*-3 (DHA) was higher in HFD-ED fed mice compared with mice fed HFD-CO (Table 3), whereas no C20:5 *n*-3 (EPA) was detected in the neutral lipid fraction.

Free fatty acids: Total free fatty acids (FFA) did not significantly differ between groups (Table 3). The amounts of C18:1 *n*-9 and C20:3 *n*-6 were higher in HFD-CO fed mice compared with the mice fed HFD-ED, whereas they did not differ between control fed mice compared with either HFD. The amount of C22:6 *n*-3 (DHA) was higher in HFD-ED fed mice compared with both control and HFD-CO fed animals (Table 3).

Phospholipids: The total phospholipids amount was lower in the mice fed HFD-ED compared with either control or HFD-CO fed mice (Table 3), though *n*-3 PUFAs including C20:5 *n*-3 (EPA), C22:5 *n*-3 (DPA) and C22:6 *n*-3 (DHA) were higher in HFD-ED fed mice. The amount of C18:2 *n*-6 (linoleic acid) was higher in HFD-ED fed mice compared with either control or HFD-CO fed animals whereas the amount of C20:3 *n*-6 and C20:4 *n*-6 (arachidonic acid) was higher in HFD-CO fed mice compared with the mice fed HFD-ED. The amount of SFA C12:0 was higher in HFD-CO fed mice compared with the mice fed control diet but did not differ from HFD-ED fed mice. No differences were observed for SFA including C14:0, C16:0, and C18:0 between any of the diet groups (Table 3).

### 3.3. Global Gene Expression Analysis of the Spleen Transcriptome

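Spleen RNA of 12 C57BL/6J mice, 4 on each diet, was measured on 12 arrays of Illumina MouseWG-6 BeadChips after 8 weeks of feeding. The control diet held 5.0 g fat per 100 g, from corn oil and coconut oil. Both high-fat diets held 15.0 g fat and 1.0 g cholesterol per 100 g, with 10.0 g of the fat from coconut oil. HFD-CO took the remaining 5.0 g from corn oil, whereas HFD-ED took 3.0 g from corn oil and 2.0 g from an oil rich in EPA and DHA, the long-chain n-3 fatty acids of fish oil. Each array was hybridized with the RNA of a separate mouse, and the authors had chosen these mice from larger groups by body weight, plasma triglyceride and plasma cholesterol. The tissue label and the titles of the samples name spleen, as the paper does, while a protocol text in the labels names skeletal muscle, and the samples were taken as spleen.

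The authors extracted bead intensities, applied a variance-stabilizing transformation and quantile normalized the arrays, and the deposited values, on a scale close to log2, were used as they stand. They cover 45281 probes and reach 14.79, with nearly the same distribution on every array. Most probes lie close to the lower end, since 75.2% have a mean under 7.5, and the transformation compresses differences there. The number of arrays limits the precision. Of the probes, 34885 carry 1 gene symbol, for 19057 genes in all, and a gene with several probes was represented by the one with the highest mean. The 3 diets were fitted together with limma and compared in pairs, with Benjamini-Hochberg adjustment over all probes within a comparison. Gene lists written before the data were examined, and mouse Reactome sets, were tested against all other genes with limma's camera at a preset correlation between genes of 0.01, and again with a correlation estimated from the arrays. Arrays of mice on the same diet correlated with r from 0.971 to 0.995 across probes, which are not independent replicates, and no pair of arrays was identical.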

Changes in splenic gene expression were most obvious in response to HFD-ED compared to control or HFD-CO diets (Supplementary Materials Figure S1a). Principle component analysis of the spleen transcriptome did not detect any outliers in the data (Supplementary Materials Figure S1b) indicating good analytical reproducibility. 

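The spleens of 3 of the 4 HFD-ED mice stood apart from the rest, with high levels of erythroid genes. Component 1 carried 42.9% of the variance between arrays, and HFD-ED replicates 3, 2 and 4 had the highest scores on it, 37.5, 17.3 and 15.0. The erythroid list, genes of red cell differentiation and haem synthesis, deviated by 1.19, 0.73 and 0.62 log2 units from the 12-mouse mean in these mice. HFD-ED replicate 1 scored -8.41 on component 1, with an erythroid deviation of -0.44, and lay among the control and HFD-CO mice. HFD-CO replicate 4 lay apart on component 2, which carried 15.3% of the variance, at -26.9, and its list of pancreatic enzyme genes deviated by 3.20 log2 units. The components are descriptive and carry no test of the diets. In a comparison of each mouse, as its deviation from the mean of all others, with the means of the diets without it, HFD-ED replicate 1 lay closest to HFD-CO, control replicate 4 and HFD-CO replicate 3 closest to HFD-ED, and HFD-CO replicates 2 and 4 closest to control. The remaining mice lay closest to their own diet.

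**Figure D1:**
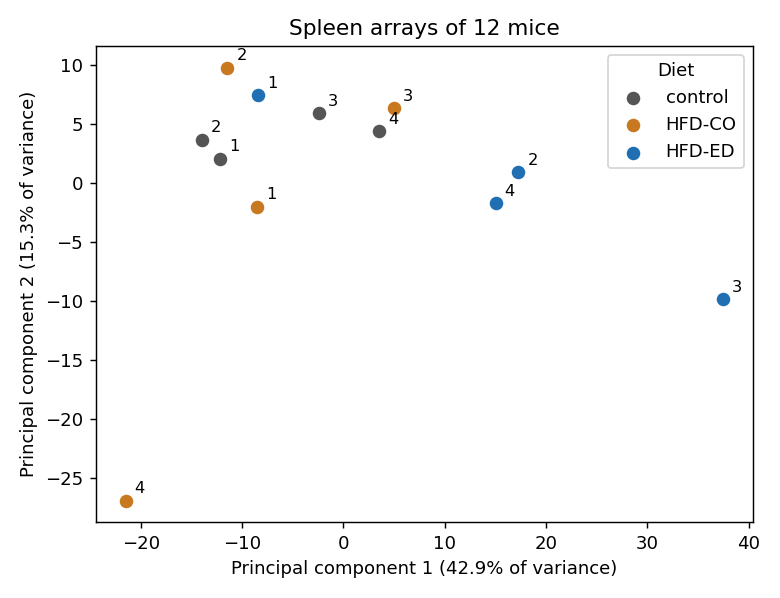
Scores of the 12 spleen arrays on principal components 1 and 2 of the normalized log2 values, centred per probe. Each point is a mouse, numbered by replicate and colored by diet; HFD-ED replicates 2, 3 and 4 lie at 15.0 or higher on component 1, HFD-ED replicate 1 at -8.41.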

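In limma's comparison of HFD-ED with HFD-CO, Zfp58, a zinc finger gene, was lower on HFD-ED, with a difference of -0.20 log2 units (SE 0.020, adjusted p = 0.0375), and it was the single probe past an adjusted p of 0.05. Against control, the smallest adjusted p was 0.071, shared by Zfp58, Klra3 and Klre1, and the latter genes encode receptors of natural killer cells, with differences of -0.34 and -0.29. No probe passed between HFD-CO and control, where the smallest adjusted p was 0.975. At an adjusted p of 0.001, limma called 0 probes in each of the comparisons. A plain test per probe and limma with a variance trend called 0 at 0.001 and at 0.05, Zfp58 included. Zfp58 was also lost with the replicate number as a block, with dim probes left out, in a fit of only the 2 diets, with adjustment over the 3 comparisons together, and without any single mouse other than HFD-ED replicate 1 (adjusted p from 0.0527 to 0.273). Unadjusted p under 0.05 was reached by 4620 probes for HFD-ED against control, 2072 for HFD-CO against control and 4211 for HFD-ED against HFD-CO, where chance alone gives 2264 on average. Probes correlate with each other, and these unadjusted counts were not tested against chance.

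Without HFD-ED replicate 1, 87 probes passed 0.05 against control and 46 against HFD-CO. On simulated arrays of the same spread, made for HFD-ED against control with 200 of 45281 probes shifted, a median of 88.8% of probes shifted by 0.5 log2 units and 51.5% of those shifted by 0.25 were called at 0.05. The mean fitted size for a shift of 0.5 was 0.499, so that these shares do not cover shifts missing in 1 HFD-ED mouse. Recovery among dim probes was not given separately.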

At a stringent cutoff of *p*_adj_-value < 0.001, there were 1372 differentially expressed genes (DEGs) in splenic RNA from mice fed HFD-ED and 285 DEGs in the RNA from mice fed HFD-CO compared with control diet. Furthermore, to scrutinize dietary effects on the spleen transcriptome, GSEA on biological processes (BP) without immune system processes (GO:0002376) was implemented. For assessment of regulated BPs, *p*-value < 10 × 10^9^ for at least one comparison of HFD-ED, HFD-CO and control was considered significant. At this *p*-value cutoff, there were 110 BPs identified as differentially expressed (Supplementary Materials Figure S1c). Furthermore, KEGG pathway analysis of the spleen transcriptome for the comparison of HFD-ED vs. HFD-CO effects in mice, revealed down-regulation of arachidonic acid and linoleic acid pathways. 

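Cell division sets were the sets with the clearest rise on HFD-ED. Of 904 mouse Reactome sets, 202 rose and 75 fell on HFD-ED against control, and 174 rose and 51 fell against HFD-CO, at an adjusted p under 0.05 from camera. Without HFD-ED replicate 3, 137 rose and 63 fell against control, and 111 rose and 33 fell against HFD-CO. With an estimated correlation between genes 0 sets passed in any comparison (smallest adjusted p = 0.319 against control and 0.377 against HFD-CO). At the preset correlation, DNA strand elongation, the copying step of DNA replication, had 28 of its 32 genes higher than in control, with a mean difference of 0.33 log2 units (adjusted p = 6.75e-12). Mitotic prometaphase had 75 of 93 genes higher, with a mean of 0.23 (adjusted p = 6.75e-12). Signaling through the T-cell receptor had 8 of 41 genes higher and a mean of -0.13 (adjusted p = 2.52e-05), and Fcγ receptor-dependent phagocytosis 10 of 59 and a mean of -0.11 (adjusted p = 8.99e-05). Between HFD-CO and control camera called 0 sets at the preset correlation. Leaving out HFD-CO replicate 3 brought 10 sets past the threshold between HFD-CO and control. The gene ontology sets of the paper were not used here.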

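Genes of arachidonic and linoleic acid metabolism, the enzymes that release and oxidize these n-6 fatty acids, did not move together between HFD-ED and HFD-CO. Of 50 measured genes of the list, 26 were higher and 24 lower on HFD-ED, with a mean difference of 0.019 log2 units (camera, adjusted p = 0.382, and adjusted p = 0.511 with an estimated correlation). Alox12, the 12-lipoxygenase of platelets, differed by 0.79 (SE 0.14) and was the single member past 0.05 when adjusted over the list alone. Fads1, the delta-5 desaturase that makes arachidonic acid, differed by 0.43 (SE 0.12, adjusted p = 0.388 from limma over all probes), and Cyp4f16, of the cytochrome P450 family 4, by -0.24 (SE 0.086, adjusted p = 0.473). No member passed over all probes. The KEGG pathways of the paper were not used here.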

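Among genes of arachidonic acid metabolism, Ptgis, the prostacyclin synthase, had a level of 7.90 ± 0.12 (SD, n = 4 mice) on HFD-ED and 8.15 ± 0.20 (SD, n = 4) on HFD-CO, a difference of -0.25 log2 units (SE 0.13, adjusted p = 0.602 from limma). Pla2g1b, a phospholipase A2 secreted by the pancreas, stood at 7.10 ± 0.046 on HFD-ED and 7.94 ± 1.53 on HFD-CO, a difference of -0.84 (SE 0.57, adjusted p = 0.711). Its HFD-CO mean rested on replicate 4, at 10.22, while the other HFD-CO mice lay between 7.02 and 7.40. The same mouse had high levels of other pancreatic enzymes, such as Cela2a at 14.59 and Clps at 13.64, where the 10 mice other than it and HFD-CO replicate 1 reached at most 9.20 and 8.09. Cyp4f14, of the cytochrome P450 family, stood at 7.08 ± 0.039 and 7.08 ± 0.036, a difference of -0.004 (SE 0.027, adjusted p = 0.982), near the lower quartile of all probes at 7.08.

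**Figure D2:**
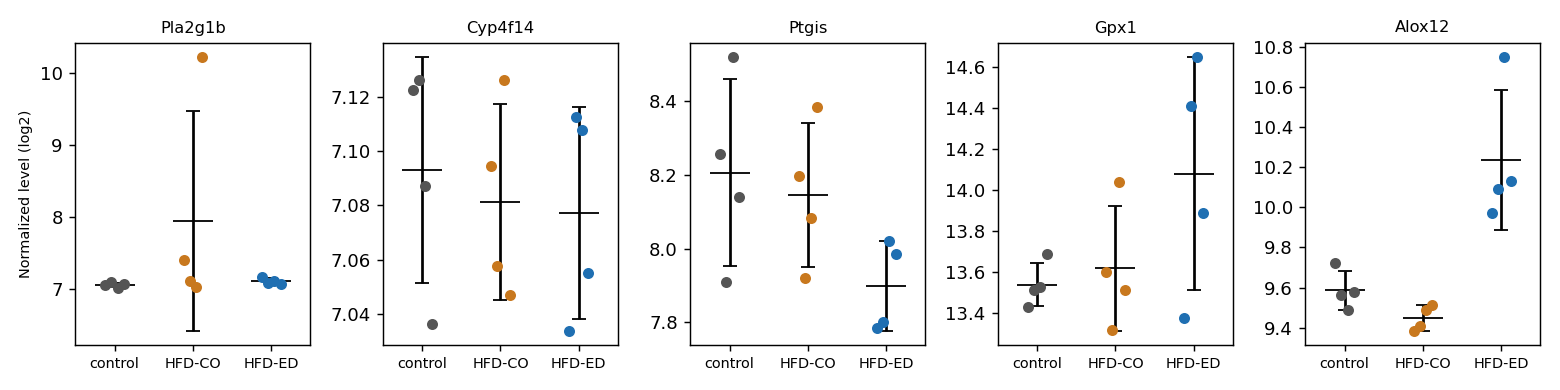
Normalized log2 levels of Pla2g1b, Cyp4f14, Ptgis, Gpx1 and Alox12 in the spleen of 4 mice per diet. Points are mice, bars the mean and whiskers 1 SD, on a separate vertical axis for each gene; in Pla2g1b, HFD-CO replicate 4 lies at 10.22 and every other mouse at 7.40 or lower.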

For the arachidonic acid pathway in particular, HFD-ED down-regulated genes belonging to the cytochrome P450 superfamily, including the cytochrome P450 family 4 subfamily f polypeptide 14 (*Cyp4f14*), prostaglandin I2 (prostacyclin) synthase (*Ptgis* or *Cyp8a1*), and phospholipase A2 group IB pancreas (Pla2g1b), compared to HFD-CO group. Moreover, the glutathione peroxidase 1 (Gpx1) gene was up-regulated in the mice spleen, after ingesting a HFD-ED compared with a HFD-CO (Supplementary Materials Figure S1d). 

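Gpx1, an enzyme that reduces hydrogen peroxide and lipid peroxides and is abundant in red cells, stood at 14.08 ± 0.57 (SD, n = 4 mice) on HFD-ED and 13.62 ± 0.31 (SD, n = 4) on HFD-CO, 1.38-fold. Its difference of 0.46 log2 units (SE 0.24) did not pass the test (adjusted p = 0.611 from limma), and 2 of the 4 HFD-ED mice lay above every HFD-CO mouse. The HFD-ED mice ran from 13.38 in replicate 1 to 14.65 in replicate 3. Against control the difference was 0.54 (SE 0.24, adjusted p = 0.489).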

Given the role of the spleen as a secondary lymphoid organ [32], we further investigated the effects of EPA and DHA on the regulation of immune related BPs.

### 3.4. Immune System Related Gene Expression in the Spleen

To study the effect of including EPA and DHA in a HFD on immune system gene expression, we ran gene-set enrichment analysis on BP “immune system process” (GO:0002376). The resultant cluster analysis of 75 significantly different changes of immune related BPs (*p*-value < 0.001 in at least one comparison) can be classified into three clusters, which we have named I–III (Figure 1). Cluster I represent up-regulation of the BPs related to erythrocyte development and differentiation, hematopoiesis, negative regulation of megakaryocyte differentiation, and innate immune response in the mucosa, in the mice fed HFD-ED compared with control and HFD-CO, whereas these same BPs were down-regulated in the mice fed HFD-CO vs. control diet. 

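Genes of red cell formation rose together on HFD-ED. Of 52 measured genes of erythroid differentiation and haem synthesis, 51 were higher on HFD-ED than on control, with a mean difference of 0.76 log2 units, and 48 were higher than on HFD-CO, with a mean of 0.80 (camera, adjusted p = 1.01e-18 and 1.68e-18, and 0.302 and 0.231 with an estimated correlation). Car1, a red cell carbonic anhydrase, differed from control by 1.70 (SE 0.61) and Tspo2, an erythroid membrane protein, by 0.82 (SE 0.28). Neutrophil and granule genes rose as well, by 0.39 against control and 0.59 against HFD-CO (adjusted p = 4.59e-07 and 6.74e-13, and 0.360 and 0.231 with an estimated correlation), and megakaryocyte and platelet genes by 0.25 and 0.31 (adjusted p = 3.69e-08 and 4.26e-10, and 0.163 and 0.158). Pf4, a platelet chemokine, differed from HFD-CO by 0.81 (SE 0.13) and Vwf by 0.72 (SE 0.10). For HFD-CO against control the erythroid list did not pass (mean -0.036, with camera's direction upward, adjusted p = 0.881, and 0.045 without control replicate 4), and the neutrophil list fell by 0.19 (adjusted p = 0.0330, and 0.994 with an estimated correlation).

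No erythroid gene passed over all probes or when adjusted over the list alone, and the mean of the erythroid list per mouse gave an exact two-sided permutation p of 0.0857 in both comparisons, HFD-ED replicate 1 lying among the other diets. For the neutrophil list the exact p was 0.143 against control and 0.0571 against HFD-CO, and for the megakaryocyte list 0.0286 in both, or 0.253 and 0.149 adjusted over the lists. The neutrophil call between HFD-CO and control was lost without control replicate 3 or 4 or HFD-CO replicate 2, 3 or 4 (adjusted p from 0.064 to 0.196). The paper states that processes of erythrocyte development, hematopoiesis and negative regulation of megakaryocyte differentiation went up on HFD-ED against both diets and down on HFD-CO against control.

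**Figure D3:**
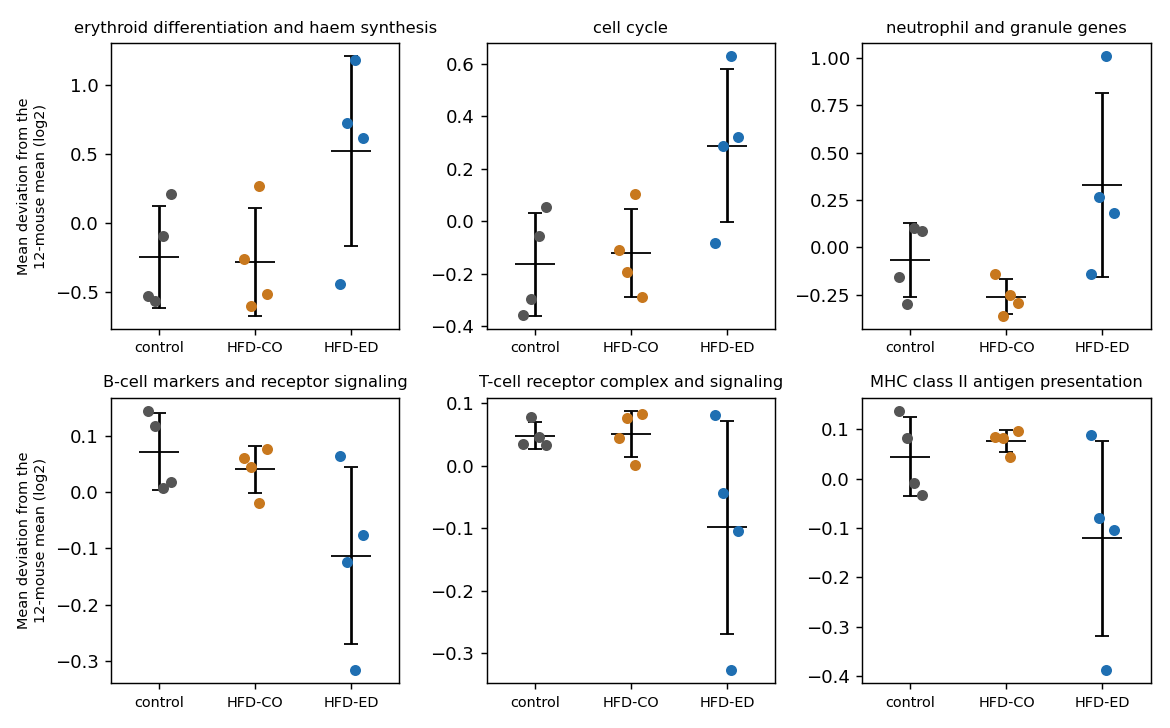
Mean deviation of 6 gene lists from the 12-mouse mean, in log2 units, in the spleen of 4 mice per diet. Points are mice, bars the mean and whiskers 1 SD; in the erythroid list HFD-ED replicates 2, 3 and 4 lie at 0.62 or higher and HFD-ED replicate 1 at -0.44.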

Cluster IIa represents down-regulation of BPs related to both the innate and adaptive immune responses including T-cell signaling, T-helper cell 1 and 2 differentiation and T-cell co-stimulation, humoral immune response, interferon-gamma and an adaptive immune process such as α-β T cell differentiation in the mice fed HFD-ED compared with control and HFD-CO. 

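T-cell genes and genes induced by interferon-gamma fell on HFD-ED in camera's test, carried by 3 of the 4 mice. In the list of the T-cell receptor complex and its signaling, 36 of 44 genes were lower than on control and 38 lower than on HFD-CO, with mean differences of -0.15 and -0.15 log2 units (camera, adjusted p = 0.000113 and 2.01e-06, and 0.331 and 0.231 with an estimated correlation). Rasgrp1, which activates Ras behind the T-cell receptor, differed from control by -0.44 (SE 0.10), and 2 genes of the list were lower when adjusted over the list alone. Genes of co-stimulation and T-helper differentiation had means of -0.093 and -0.072 (adjusted p = 0.00187 and 0.0109, and 0.331 and 0.370 with an estimated correlation), with Cd40, a co-stimulatory receptor of B and dendritic cells, at -0.53 against control (SE 0.081). Of 34 interferon-gamma response genes, 29 were lower than on control and 30 lower than on HFD-CO, with means of -0.17 and -0.18 (adjusted p = 1.79e-05 and 1.09e-06, and 0.302 and 0.231 with an estimated correlation). Irgm2, an interferon-induced GTPase, differed from control by -0.32 (SE 0.064). No gene of these lists passed over all probes, and without HFD-ED replicate 3 the co-stimulation list lost its call against both diets (adjusted p = 0.100 and 0.290, the highest with any mouse left out, the lowest being 5.53e-05 and 0.000526). HFD-ED replicate 1 lay above every control mouse in the means of the T-cell receptor and co-stimulation lists. Exact permutation p of the means per mouse were 0.143, 0.143 and 0.114 against control for the 3 lists in the order given, and 0.114, 0.200 and 0.0571 against HFD-CO.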

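Natural killer cell genes and genes of antigen presentation through MHC class I fell on HFD-ED. Of 26 natural killer cell genes, 21 were lower than on control and 21 lower than on HFD-CO, with mean differences of -0.14 and -0.10 log2 units (camera, adjusted p = 1.30e-05 and 0.000564, and 0.163 and 0.231 with an estimated correlation). In all 4 HFD-ED mice the mean of this list lay below every control mouse and every HFD-CO mouse (exact permutation p = 0.0286 in both comparisons, the smallest that 4 mice against 4 allow, and 0.253 and 0.149 adjusted over the lists). Against control 8 of its genes were lower when adjusted over the list alone, led by the receptors Klra3 and Klre1. Klra4, a receptor of the same family, differed by -0.45 (SE 0.11). Of 28 genes of MHC class I antigen processing, 23 were lower than on control and 21 lower than on HFD-CO, with means of -0.16 and -0.17 (adjusted p = 0.00187 and 0.000129, and 0.331 and 0.231 with an estimated correlation). H2-D1, a class I molecule, differed from control by -0.37 (SE 0.12), and no class I gene passed when adjusted over the list alone. The mean of the class I list per mouse gave an exact permutation p of 0.0857 against control and 0.0571 against HFD-CO.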

Cluster IIb represents down-regulation of BPs related to T- and B-cell homeostasis, natural killer cell differentiation, antigen processing and presentation via MHC class I, and T-cell cytokine production by HFD-ED compared with the other two diets. These processes in cluster IIa and IIb were up-regulated by HFD-CO compared with control fed animals. 

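Between HFD-CO and control, the lists of T-cell, natural killer cell, interferon-gamma and MHC class I genes did not move past camera's test. The mean difference was 0.0026 log2 units for the T-cell receptor list, -0.021 for co-stimulation, -0.045 for natural killer cells, 0.01 for the interferon-gamma response and 0.0075 for MHC class I processing (camera, adjusted p = 0.630, 0.630, 0.135, 0.793 and 0.649). Of 44 T-cell receptor genes 23 were higher on HFD-CO and 21 lower. The co-stimulation mean of all 4 HFD-CO mice lay below every control mouse (exact permutation p = 0.0286, and 0.557 adjusted over the lists). Camera called 3 of 39 lists here, adipocyte and pancreatic acinar genes upward and neutrophil genes downward, and 11 without control replicate 4. Without that mouse natural killer cell genes were among those called downward (adjusted p = 0.020, from 0.135 with all mice). With an estimated correlation 0 lists passed (smallest adjusted p = 0.893).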

Cluster IIIa represents down-regulation of BPs in both of the comparisons between HFD and the control diet. This included BPs mostly related to T- and B-cell activation and differentiation. 

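B-cell genes fell on HFD-ED, while on HFD-CO the B-cell list did not pass the test. Of 39 genes of B-cell identity and receptor signaling, 34 were lower on HFD-ED than on control, with a mean difference of -0.19 log2 units (camera, adjusted p = 3.05e-07, and 0.302 with an estimated correlation). Blk, a kinase of the B-cell receptor, differed by -0.58 (SE 0.13) and Pou2f2, a B-cell transcription factor, by -0.38 (SE 0.10), and 7 genes were lower and 1 higher when adjusted over the list alone. On HFD-CO against control the mean was -0.032, with 24 of 39 genes lower (adjusted p = 0.630). Between HFD-ED and HFD-CO the mean was -0.15 (adjusted p = 2.01e-06, and 0.232 with an estimated correlation). The mean of the list per mouse gave an exact permutation p of 0.0857 for HFD-ED against control and 0.114 against HFD-CO.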

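Toll-like receptor genes, the sensors of microbial molecules and their adaptors, fell on HFD-ED. Of 39 genes of the list, 31 were lower than on HFD-CO, with a mean difference of -0.088 log2 units, and 31 were lower than on control, with a mean of -0.10 (camera, adjusted p = 3.50e-05 and 6.20e-05, and 0.158 and 0.163 with an estimated correlation). Tlr4, the receptor for bacterial lipopolysaccharide, differed from HFD-CO by -0.25 (SE 0.05) and Ly96, its co-receptor, by -0.28 (SE 0.092). When adjusted over the list alone, 2 genes were lower than on HFD-CO and 4 lower than on control. In all 4 HFD-ED mice the mean of the list lay below every mouse of the other diets (exact permutation p = 0.0286 against each, and 0.253 against control and 0.149 against HFD-CO adjusted over the lists).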

Cluster IIIb represents pronounced down-regulation of BPs in the mice fed HFD-ED compared with HFD-CO, and included toll-like receptor 3 and receptor 4 signaling pathway, MyD88-dependent toll-like receptor signaling pathway, adaptive and innate immune response. These processes were also down-regulated by HFD-CO compared with control fed mice but were less pronounced compared to HFD-ED (Figure 1).

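On HFD-CO the Toll-like receptor list had a mean difference of -0.0088 log2 units from control, with 23 of 39 genes lower (camera, adjusted p = 0.965).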

### 3.5. Modulation of NF-κB Related Gene Expression

As a broad range of BPs related to immunity were affected by HFD-ED, we hypothesized that expression of NF-κB, a transcription factor that appears to link chronic low-grade inflammation and immunity to insulin resistance [2] and may influence obesity and related disorders, was accordingly affected. 

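Genes of the NF-κB pathway fell on HFD-ED. Of 45 genes of the pathway, as listed from general knowledge, 39 were lower than on control and 41 lower than on HFD-CO, with mean differences of -0.15 and -0.13 log2 units (camera, adjusted p = 1.44e-08 and 1.77e-09, and 0.169 and 0.212 with an estimated correlation). When adjusted over the list alone, 11 were lower than on control and 3 lower than on HFD-CO. Tnf, the inflammatory cytokine, differed from HFD-CO by -0.16 (SE 0.029). The mean of the list per mouse gave an exact permutation p of 0.0571 in both comparisons. Below every control and HFD-CO mouse lay HFD-ED replicates 2, 3 and 4, which also had high erythroid genes, while replicate 1 did not. Of the 12 genes of Figure 2a with a named probe, 6 were higher and 6 lower than on control, and 5 higher and 7 lower than on HFD-CO. The paper states 5 of them as higher and 7 as lower, so that a mean over the list tests no common direction, and 9 had the stated sign against control and 12 against HFD-CO. The study chose these genes on the same samples, so that they are not independent evidence of direction.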

We compared the genes involved in the modulation of NF-κB for all three diets (Figure 2a). HFD-ED down-regulated genes, in comparison to either control or HFD-CO, that were involved in activation of the NF-κB signaling pathway directly or indirectly including Adiponectin C1Q and collagen domain containing (*Adipoq*), Gremlin 1 DAN family BMP antagonist (*Grem1*), Tumor necrosis factor receptor superfamily, member 11a NF-κB activator (*Tnfrsf11a*), Chemokine (C-C motif) ligand 19 (*Ccl19*), Nucleotide-binding oligomerization domain containing 1 (*Nod1*) a NOD-like receptor family of pattern recognition receptor, Protein kinase C beta (*Prkcb*), and NLR family CARD domain containing 4 (*Nlrc4*). 

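Nod1, a sensor of bacterial peptidoglycan, stood at 10.26 ± 0.12 (SD, n = 4 mice) on HFD-ED against 10.70 ± 0.075 (SD, n = 4) on control. The difference was -0.43 log2 units (SE 0.073, adjusted p = 0.193 from limma), and every HFD-ED mouse lay below every control mouse (exact permutation p = 0.0286). Ccl19, a chemokine that draws T cells and dendritic cells into the white pulp, differed from HFD-CO by -0.52 (SE 0.17, adjusted p = 0.454), and by -0.33 without HFD-ED replicate 3, and Tnfrsf11a, the receptor RANK, by -0.11 (SE 0.034, adjusted p = 0.436). Nlrc4, an inflammasome sensor, differed from control by -0.22 (SE 0.081, adjusted p = 0.410). Adipoq, the adipocyte hormone adiponectin, differed by 0.17 from control (SE 0.24) and by -0.45 from HFD-CO (SE 0.24). For Grem1, an antagonist of bone morphogenetic proteins, the values were 0.00058 (SE 0.039) and -0.087 (SE 0.039). None of these genes passed limma's test over all probes, at any of the comparisons.

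**Figure D4:**
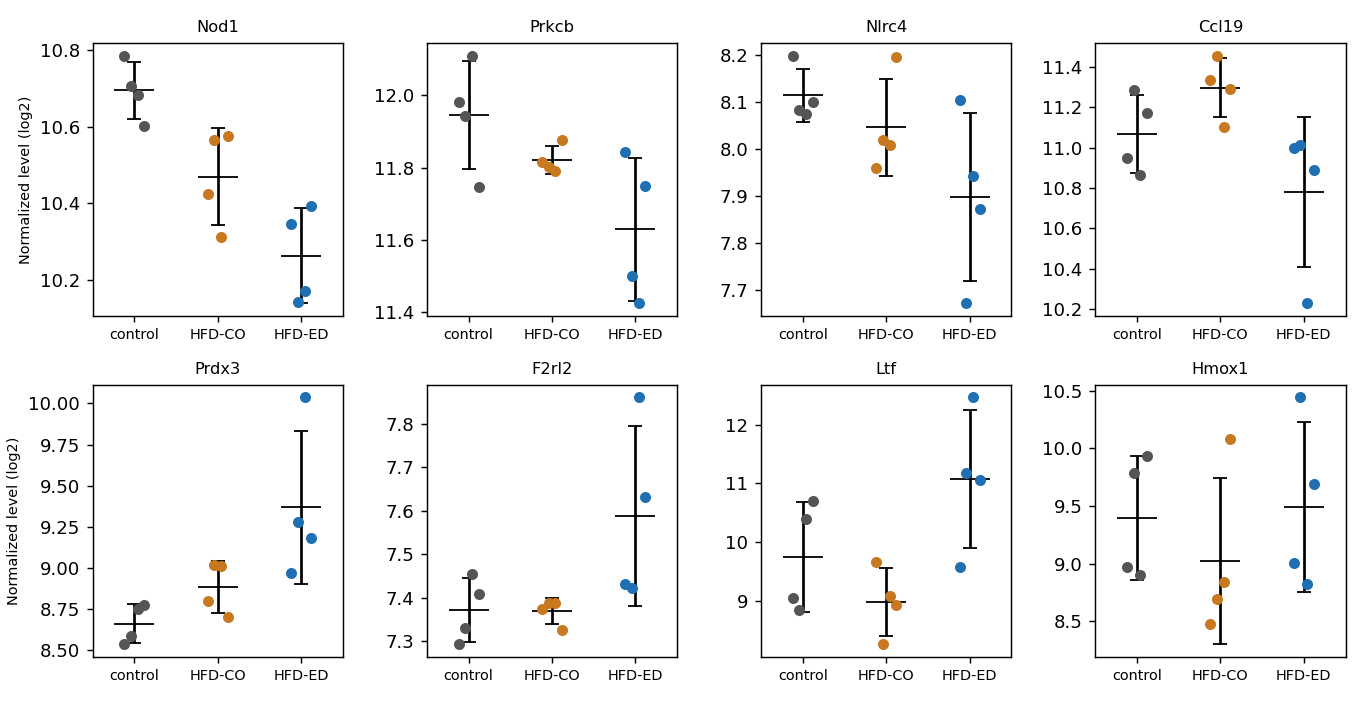
Normalized log2 levels of 8 genes of NF-κB modulation in the spleen of 4 mice per diet. Points are mice, bars the mean and whiskers 1 SD, on a separate vertical axis for each gene; in Nod1 the HFD-ED mean is 10.26 and the control mean 10.70.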

The remaining 5 genes were up-regulated by HFD-ED compared with either control or HFD-CO and includes Peroxiredoxin 3 (*Prdx3*), Coagulation factor II (thrombin) receptor-like 2 (*F2rl2*), Extracellular matrix protein 1 (*Ecm1*), Lactotransferrin (*Ltf*), Heme oxygenase 1 (*Hmox1*). 

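Prdx3, a peroxidase of mitochondria, stood at 9.37 ± 0.47 (SD, n = 4 mice) on HFD-ED, 8.66 ± 0.12 on control and 8.88 ± 0.16 on HFD-CO, 1.63-fold and 1.40-fold. The differences of 0.71 (SE 0.19) and 0.49 (SE 0.19) log2 units did not pass limma's test (adjusted p = 0.300 and 0.491), although all 4 HFD-ED mice lay above every control mouse. HFD-ED replicate 3 lay at 10.04 and the other HFD-ED mice at 9.28 or lower. Ltf, the neutrophil granule protein lactotransferrin, was 4.27-fold higher in mean level than on HFD-CO, with a wide spread between mice (difference 2.09, SE 0.60, adjusted p = 0.424). F2rl2, a thrombin receptor, differed by 0.22 from control and 0.22 from HFD-CO (SE 0.083 in both). Its level was 7.86 in HFD-ED replicate 3 and from 7.42 to 7.63 in the other HFD-ED mice. Hmox1, which breaks down haem, differed by 0.095 from control and 0.47 from HFD-CO (SE 0.44 in both), and Ecm1 by -0.028 and 0.08 (SE 0.10 in both).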

Relative expression of mRNA involved directly and indirectly involved in modulation of NF-κB including *Adipoq*, *Ltf*, *Ccl19* and *Tnfrsf11a* (*p*-value = 0.059; data not shown) verifies our transcriptome data (Figure 2b).

To observe the effects of dietary response on regulation of genes involved in innate, humoral and adaptive immune response including Toll-like receptors (Tlrs), the expression of immune-related genes was determined. 

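Cd180, a Toll-like receptor homolog of B cells, stood at 8.11 ± 0.036 (SD, n = 4 mice) on HFD-ED, 8.39 ± 0.13 on HFD-CO and 8.34 ± 0.08 on control. It differed by -0.28 log2 units from HFD-CO (SE 0.06, adjusted p = 0.337 from limma) and by -0.23 from control (SE 0.06, adjusted p = 0.297), with every HFD-ED mouse below every mouse of the other diets. Nfkb2, which encodes the p100 subunit of NF-κB, differed by -0.22 from control and -0.18 from HFD-CO (SE 0.074 in both). Tlr11, a receptor for protozoan and bacterial proteins, differed by -0.15 and -0.12 (SE 0.05 in both), and Ptk2b, a tyrosine kinase of adhesion signaling, by -0.28 and -0.088 (SE 0.10 in both). For Ptk2b, HFD-ED replicate 1 lay at 8.38, above every HFD-CO mouse, and the other HFD-ED mice at 8.01 or lower. Of 32 genes of Figure 2c with a named probe, 24 were lower on HFD-ED than on control and 22 lower than on HFD-CO (camera, adjusted p = 6.20e-05 and 0.000887, and 0.133 and 0.158 with an estimated correlation). The list holds genes that rose and genes that fell, and its mean per mouse differed by -0.041 and -0.0046 (exact permutation p = 0.143 and 0.83). When adjusted over the list alone, 11 were lower and 2 higher than on control, and 1 lower than on HFD-CO. The study chose this list on the same samples, so that it is not independent evidence of direction. Map4k2 has no named probe and was not analysed here.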

Among the genes down-regulated by HFD-ED compared with the other two diets were Toll-like receptor 11 (*Tlr11*), Nucleotide-binding oligomerization domain containing 1 (*Nod1*), Mitogen-activated protein kinase kinase kinase kinase 2 (*Map4k2*), Nuclear factor of kappa light polypeptide gene enhancer in B cells 2, p49/p100 (*Nfkb2*), PTK2 protein tyrosine kinase 2 β (*Ptk2b*), CD180 antigen (*Cd180*) (Figure 2c). Cytokines and chemokines involved in the regulation of interferon-gamma mediated inflammation including Chemokine (C motif) ligand 1 (*Xcl1*), Chemokine (C-C motif) ligand 5 (*Ccl5*), Chemokine (C-C motif) ligand 19 (*Ccl19*), Histocompatibility 2, O region α/β locus (H2-Oa; H2-Ob) and Histocompatibility 2 class II locus Mb2 (*H2-DMb2*) were down-regulated in the mice fed HFD-ED, compared with the other two diets, while no changes were seen in the mice fed HFD-CO compared with control (Figure 2d). 

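Ccl5, a chemokine of T and natural killer cells, stood at 11.40 ± 0.26 (SD, n = 4 mice) on HFD-ED and 11.88 ± 0.24 (SD, n = 4) on control, a difference of -0.48 log2 units (SE 0.14, adjusted p = 0.342 from limma). Against HFD-CO it was -0.27 (SE 0.14), and without HFD-ED replicate 3 the differences were -0.35 from control and -0.14 from HFD-CO. Xcl1, made by natural killer and activated T cells, differed by -0.23 from control and -0.22 from HFD-CO (SE 0.065 in both). H2-DMb2 lay at 10.72 in HFD-ED replicate 3 and at 11.09 or higher in the other HFD-ED mice. It loads peptide onto MHC class II and differed by -0.38 from control and -0.39 from HFD-CO (SE 0.14 in both). H2-Oa and H2-Ob, inhibitors of that loading, differed by -0.29 (SE 0.23, adjusted p = 0.736) and -0.24 (SE 0.17, adjusted p = 0.707) from control, and by -0.038 and -0.096 without HFD-ED replicate 3. Of 8 genes of Figure 2d with a named probe, 7 were lower than on control and 8 lower than on HFD-CO (camera, adjusted p = 0.00262 and 4.87e-05, and 0.323 and 0.231 with an estimated correlation), 2 and 3 when adjusted over the list alone, on a list the study chose on these samples and that is not independent evidence of direction. Of 20 MHC class II genes, a hand-written list that may share genes with Figure 2d, 18 were lower than on control, with a mean of -0.17 (adjusted p = 0.00118, and 0.331 with an estimated correlation). Its mean per mouse gave an exact permutation p of 0.171 against control, with 3 of the 4 HFD-ED mice below every control mouse. Between HFD-CO and control, none of Xcl1, Ccl5, Ccl19, H2-Oa, H2-Ob and H2-DMb2 passed.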

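Klf1 and Tal1, master transcription factors of red cell formation, were 2.84-fold and 2.32-fold higher in mean level on HFD-ED than on control, with differences of 1.51 (SE 0.72) and 1.21 (SE 0.52) log2 units. Alas2, the entry enzyme of haem synthesis in red cells, differed by 0.53 (SE 0.35), Ank1, of the red cell membrane skeleton, by 1.30 (SE 0.59), and Hmgb2, a chromatin protein of dividing cells, by 0.94 (SE 0.30). None passed limma's test, with adjusted p from 0.346 for Hmgb2 to 0.665 for Alas2. Of 16 genes of Figure 2e with a named probe, 15 were higher than on control and 15 higher than on HFD-CO, with means of 0.71 and 0.73 (camera, adjusted p = 4.61e-08 and 1.54e-08, and 0.302 and 0.231 with an estimated correlation). When adjusted over the list alone 0 were higher in either comparison, and the list, chosen by the study on these samples, is not independent evidence of direction. Between HFD-CO and control its mean was -0.016, with camera's direction upward (adjusted p = 0.965). HFD-ED replicate 1 deviated from the 12-mouse mean of this list by -0.37, and the other HFD-ED mice by 0.59, 1.17 and 0.54. Its levels were 8.12 for Klf1, 7.53 for Tal1 and 11.43 for Alas2. The lowest levels among the other HFD-ED mice were 10.35, 9.23 and 12.53, so that the mean differences of these genes depend on that mouse.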

Genes associated with erythrocyte differentiation and development, and hematopoiesis were up-regulated in the mice fed HFD-ED compared with either diet but no changes were observed in HFD-CO fed mice compared with the control animals (Figure 2e). Plasma erythrocyte concentrations were not measured due to limited sample volume, but it has previously been shown that these genes may reflect increased turnover of erythrocytes without changing erythrocyte concentration in blood [33].

## 4. Discussion

We have investigated changes in the transcriptome profiles of mouse spleen tissue after an eight-week dietary intervention with control, HFD-ED or HFD-CO diets, the HFD-ED diet differing from the HFD-CO diet by the replacement of 40% of the corn oil (2% out of 5% CO) with purified triglycerides of EPA and DHA. We found that the gene coding for the lipid mediators of both the innate and adaptive immune response were markedly downregulated by the HFD-ED diet. The extensive down-regulation of the innate and adaptive immune system in mice spleen found in this study is in agreement with our previous study of spleen tissues from HFD-fish oil (menhaden oil) fed mice, compared to mice fed HFD-lard [21]. Several other rodent studies using splenic T-cells [18,34,35,36] also suggesting that EPA and DHA are the components in fish oil responsible for this effect.

In the present study, the spleen transcriptome was extensively influenced by EPA and DHA in the mice fed HFD-ED compared with the mice fed HFD-CO or control diet. Immune system related BPs including T- and B-cell activation and NF-κB related processes were down-regulated in the mice fed HFD-ED compared with either diets suggesting anti-inflammatory effects of a relatively low level of EPA and DHA enrichment of the diet. Contrary to our results, some other studies have found that B-cell response is enhanced in obesity when exposed to EPA and DHA [20,37]. These studies have been conducted in isolated murine B-cells, which may explain the divergent results. Moreover, BPs related to erythropoiesis were up-regulated in mice fed HFD-ED compared with either diets despite similar fat content, indicating possible increased turnover of red blood cells. Again, these data are supported by the previous study of spleen tissues from mice fed HFD-fish oil (menhaden oil) compared to HFD-lard [21]. 

Diets high in saturated fatty acids may contribute to greater serum levels of inflammatory mediators [11], though these results vary widely in humans [38,39]. Substituting saturated for unsaturated fatty acids can reduce the risk of inflammation [21]. However, the mechanism by which EPA and DHA impact the immune system and especially in spleen is not fully understood. Several hypotheses for how marine fatty acids, EPA and DHA in particular, may be protective against inflammatory disease have been proposed. These include alteration of cell membranes [40], modulation of NF-κB suppression [41,42], and altering of lipid rafts involved in T-lymphocyte signaling in immunological synapses [19]. A role for EPA and DHA in modulating the spleen-inflammatory response is well established [18,19,20,43], and our transcriptomics results support this role. Moreover, EPA and DHA derived resolvins, the E-series and D-series have chemically unique structural forms. A member of E-series, namely resolvin E1 reduces inflammation in vivo, and blocks human neutrophil transendothelial migration [44]. The DHA derived D-series resolvins, 17S and 17R D-series, are produced during the resolution of inflammation [45]. Thus, the difference in lipid mediators formed from the different fatty acid compositions in the diet may play an important role in effects on the spleen.

NF-κB is a transcription factor that regulates transcription of pro-inflammatory cytokines such as interleukin 6 and 12, interferon-gamma, and tumor necrosis factor [17,46]. Our study shows that HFD-ED can down-regulate certain tumor necrosis factors, as well as toll-like and nod-like receptors that are involved in activation of NF-κB transcription factor compared with the HFD-CO and control diets (Figure 2a,b). In addition, HFD-ED up-regulates the gene for peroxiredoxin 3 (*Prdx3*) involved in mitochondrial homeostasis [47]. This gene has been shown to be up-regulated in adipocyte oxidative stress, mitochondrial biogenesis and adipokines expression [48]. 

In addition, we found a pronounced decrease in the amount of phospholipid arachidonic acid in the spleen of HFD-ED mice compared to both HFD-CO and the control animals, showing down-regulation of the arachidonic acid pathway leading to the production of lipid mediators [49]. Lipid mediators from arachidonic acid have many functions, and can be both inflammatory and anti-inflammatory [49]. Due to insufficient tissue, further measurement of these lipid mediators was not conducted and should be measured in future studies to confirm this finding, and nor were there measurements of inflammation markers which would have indicated if the effect on phospholipid arachidonic acid concentrations had any effect on inflammation [49]. Linoleic acid, a precursor of arachidonic acid, was nearly two fold higher in the spleen phospholipids of HFD-ED fed mice compared to the other two groups, despite higher amounts of linoleic acid in the HFD-CO diets. One reason behind higher linoleic acid could be due to the fact that, dietary n-3 fatty acids down regulates the gene coding for desaturase [22,25,50], or another reason could be that linoleic acid competes with alpha linolenic acid for the same enzyme system for desaturation and elongation, and is likely that alpha linolenic acid would be preferentially desaturated and elongated to EPA and DHA [50]. However, the corn oil contains quite low-amounts of alpha linolenic acid, which make the latter suggestion less likely. Furthermore, we observed that HFD-ED down-regulated different chemokines such as Xcl1, Ccl5, and Ccl19 when compared with control or HFD-CO (Figure 2c). Disturbed cytokine and chemokine levels may lead to elevated inflammatory conditions [51]. Increased accumulation of the chemokines chemokine (C motif) ligand 1 (*Xcl1*) [52], chemokine (C-C motif) ligand 5 (*Ccl5*), and chemokine (C-C motif) ligand 19 (*Ccl19*) have been observed in infection [53]. Why the dietary enrichment with EPA and DHA has this effect is not clear, and we presume that the effect on phospholipid fatty acid composition may be in part responsible. 

HFD-ED down-regulated mitogen-activated protein kinase 2 (*Map4k2*) which is known to have similarity with other serine/threonine kinases found in human lymphoid tissue and are activated in stress response [54]. Different *Mapk* such as Extracellular signal-regulated kinase 1/2 (*Erk1*/*2*), C-Jun N-terminal kinase (Jnk) and p38 are upregulated in obesity-induced inflammation [55]. Moreover, down-regulation of Protein kinase C β, and δ (*Prkcb* and *Prkcd*) contributes to improved insulin resistance in HFD fed mice [56,57]. Our data show down-regulation of these protein kinases in HFD-ED fed animals compared with control but no changes were seen in HFD-CO compared with control fed animals suggesting that this may mediate lower HFD-induced insulin resistance in HFD-ED fed animals. 

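Prkcd, the delta isoform of protein kinase C, stood at 10.32 ± 0.20 (SD, n = 4 mice) on HFD-ED and 10.71 ± 0.093 (SD, n = 4) on control. The difference was -0.39 log2 units (SE 0.086, adjusted p = 0.252 from limma), with every HFD-ED mouse below every control mouse (exact permutation p = 0.0286). Prkcb, the beta isoform, which signals behind the B-cell receptor, differed by -0.31 (SE 0.094, adjusted p = 0.341). For HFD-CO against control the differences were -0.12 (SE 0.086) and -0.12 (SE 0.094), and for HFD-ED against HFD-CO -0.27 and -0.19. From lower levels on HFD-ED and no change on HFD-CO, the paper proposes a part of these kinases in lower insulin resistance on HFD-ED.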

Although circulating glucose and insulin concentrations were not measured in this study, liver fat and triglycerides were increased by 1.75 and 3 fold, respectively in the HFD-CO compared to HFD-ED [22]. Furthermore, Nuclear factor of κ light polypeptide gene enhancer in B cells 2, p49/p100 (*Nfkb2*) up-regulation is seen in inflammation and activation of the immune response [46], a gene that was down-regulated in HFD-ED fed mice. Nevertheless, a reduced immune response does not indicate a reduced capability to defend against bacterial infection. In a study using menhaden oil, Svahn et al. reported that this led to increased survival and decreased bacterial load in mice with septic infection, even though regulation of the splenic immune response was down-regulated [43].

By studying the effects of EPA and DHA on spleen, we have gained global insight that a relatively small change in dietary fat may have profound effects on spleen metabolism in the context of a HFD. Given the important role of the spleen as a secondary lymphoid organ in immune function and signaling, further research needs to determine if the observed downregulation of immune system related genes has an effect on other tissues, especially those that are known to be adversely affected by inflammation such as adipose tissue or vice-versa and most importantly, if the effects can be translated into humans. The amount of EPA and DHA fed to the mice was about 377 mg EPA and 577 mg DHA/kg per day, respectively. When converted to an equivalent dose in humans [58,59,60] approximately 9.5 mg/kg and 25 mg/kg was fed. This is somewhat higher relative to what a human would expect to get from eating fatty fish and similar to eating 3 g of fish oil capsules, suggesting that based on dose alone, these results may have relevance for humans. Future dose response studies are needed to establish whether the effects on transcriptomics and fatty acids are reproducible across a wider range of doses, and studies looking at the transcriptome effects across different ages are needed to establish whether long-term supplementation is required to observe the changes in gene-expression. Replication studies in humans are not feasible due to the need to get spleen biopsies from healthy subjects, though measuring work on immune markers and lipid meditators related to our findings may help to confirm that the spleen is affected by supplementation with EPA and DHA.

## 5. Conclusions

Overall, our data provide a novel insight into the regulation of the splenic transcriptome by EPA and DHA suggesting that EPA and DHA enriched corn oil down-regulate the splenic immune response induced by HFD. EPA and DHA also upregulated hematopoiesis. Furthermore, EPA and DHA decreased splenic phospholipid arachidonic acid concentrations, which could lead to reduced production of inflammatory mediators such as prostaglandins and leukotrienes.

## Figures and Tables

**Figure 1:**
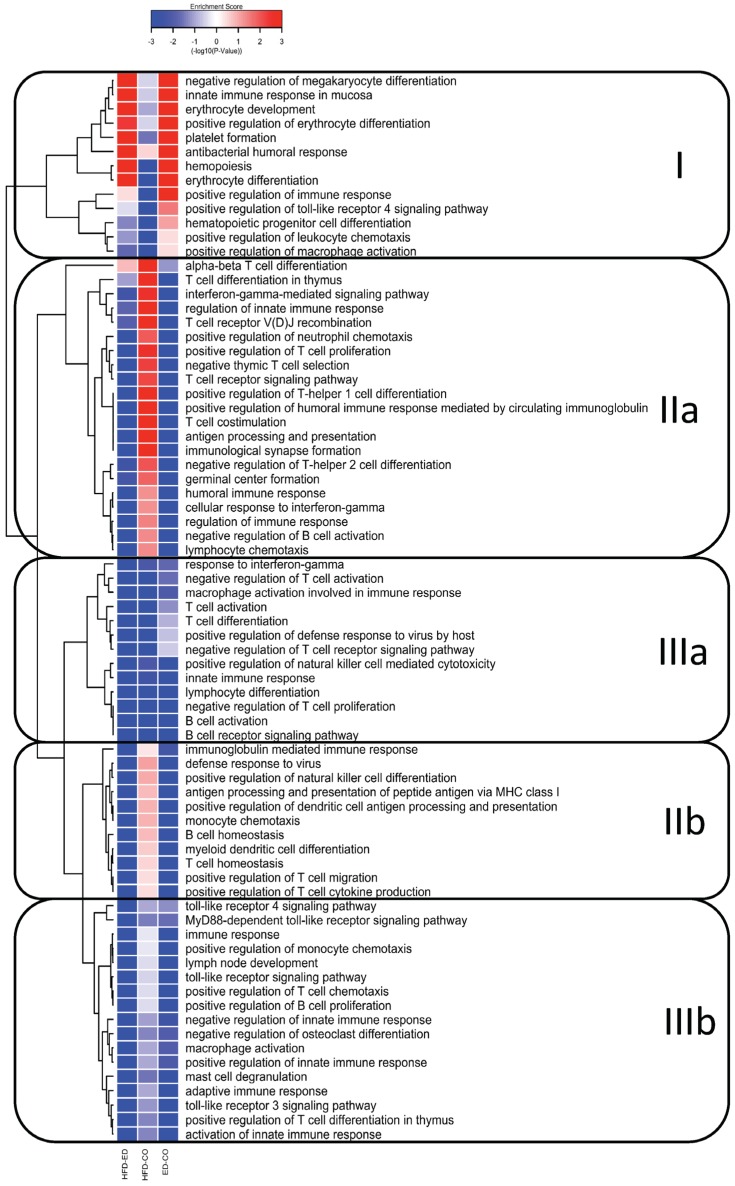
A hierarchical clustering and gene ontology (GO) enrichment analysis of DEGs showing 76 significantly regulated BPs (*p*-value < 0.001) related to immune system process for every diet comparison after eight weeks. The heat map is divided into four main clusters according to the regulation pattern and discussed in detail in results section. Color patterns indicate the direction of regulation, where red indicates up-regulation and blue indicates down-regulation of immune specific GO-terms. HFD-ED = HFD-ED vs. control diet; HFD-CO = HFD-corn oil vs. control diet; ED-CO = HFD-ED vs. HFD-CO.

**Figure 2:**
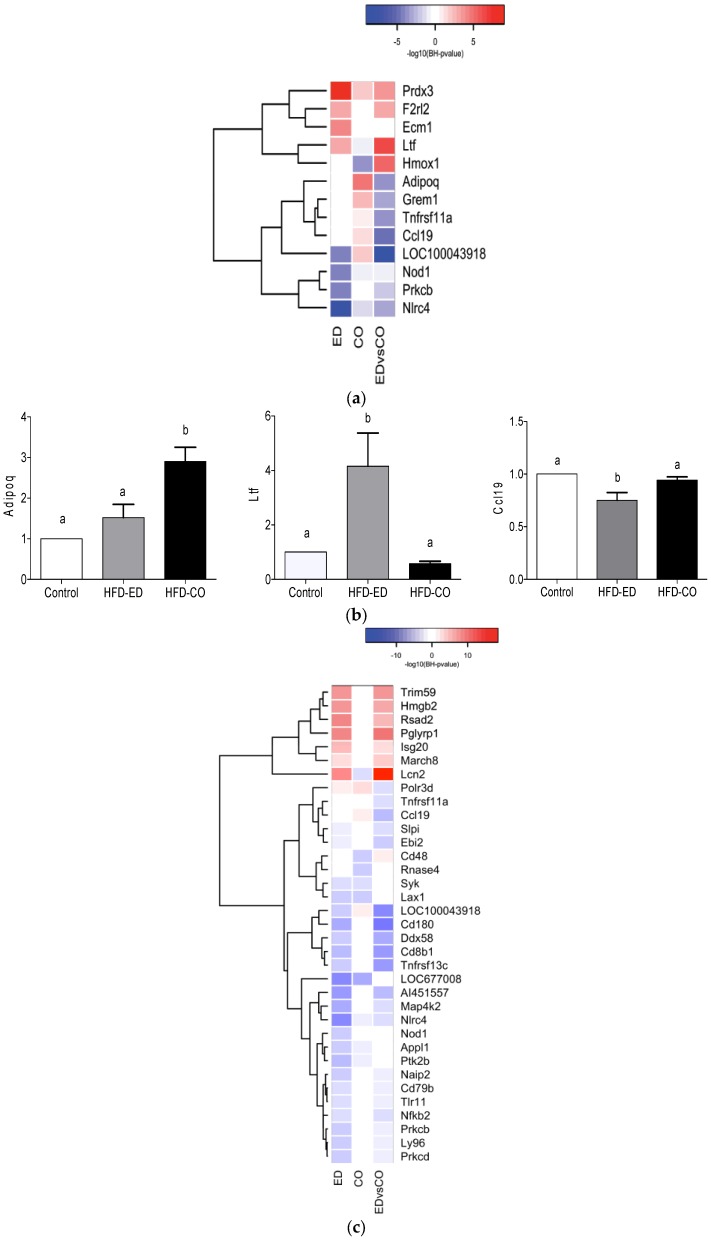

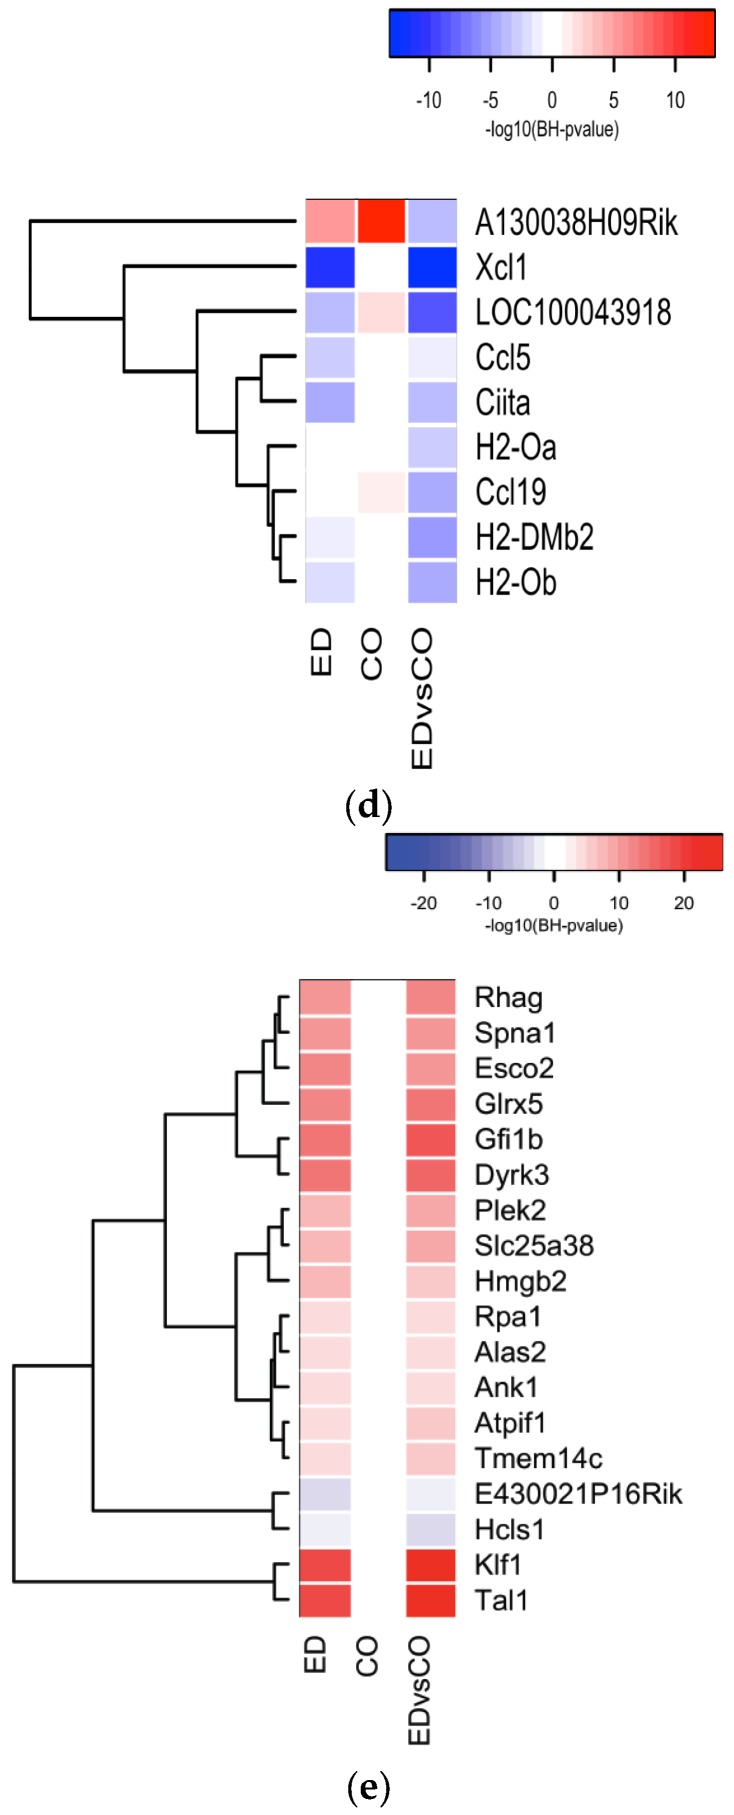
Heat map showing gene-expression patterns for any diet comparison i.e., HFD-ED vs. control; HFD-CO vs. control; HFD-ED vs. HFD-CO. for atleast one comparison BH-*p* value < 0.001 was considered significant. (**a**) Heat map showing group of genes regulated in NF-κB regulation, in BP GO:0043123 positive regulation of I-κB kinase/NF-κB signaling, BP GO:0051092 positive regulation of NF-κB transcription factor activity, and BP GO:0042346 positive regulation of NF-κB import into nucleus; (**b**) Relative expression of different genes involved in modulation of NF-κB in mouse spleen. Each gene is normalized against the house-keeping gene Ubiquitin (*Ubc*), and expression level shown as relative to the control diet; (**c**) Heat map showing groups of genes regulated in immune-related processes, including BP GO:0045087 innate immune response, BP GO:0002250 adaptive immune response, BP GO:0006959 humoral immune response, BP GO:0016064 immunoglobulin mediated immune response, BP GO:0001771 immunological synapse formation, BP GO:0042116 macrophage activation, BP GO:0002224 toll-like receptor signaling pathway, and BP GO:0002755 MyD88-dependent toll-like receptor signaling pathway; (**d**) Heat map showing groups of genes regulated in interferon-gamma regulation, including BP GO:0060333 interferon gamma mediated signaling pathway, BP GO:0019882 antigen processing and presentation, and BP GO:0071346 cellular response to interferon-gamma; (**e**) Heat map showing groups of genes regulated in erythrocyte turnover, including BP GO:0030218erythrocyte differentiation, BP GO:0048821 erythrocyte development, BP GO:0045648 positive regulation of erythrocyte differentiation, BP GO:0030097 hemopoieses, and BP GO:0002244 hematopoietic progenitor cell differentiation.

**Table 1:** The composition of the different diets used in this study. Data are adapted from [22]. Control = control chow; HFD-ED = high fat diet—eicosapentaenoic acid and docosahexaenoic acid; HFD-CO = high fat diet—corn oil.

Ingredient (g/100 g Diet)		Control	HFD-ED	HFD-CO
Protein	Casein	22.20	25.60	25.60
Carbohydrates	Sucrose	5.00	10.00	10.00
	Corn starch	56.00	34.80	34.80
	Cellulose	5.00	5.80	5.80
Fat	Total	5.00	15.00	15.00
	Corn oil	2.50	3.00	5.00
	Coconut oil	2.50	10.00	10.00
	EPAX oils ^a^	0.00	2.00	0.00
Minerals ^b^		2.00	2.50	2.50
Miconutrients ^c^		3.00	3.00	3.00
Choline bitartrate		1.60	2.00	2.00
Cholesterol		0.00	1.00	1.00
Methionine		0.20	0.30	0.30
Energy content (kJ/100 g)		1599	1752	1752
	Protein E%	24	25	25
	Carbohydrate E%	65	44	44
	Fat E%	12	32	32
Fatty acid composition ^d^ (mg/g diet)				
	C10:0	0.20	1.47	1.33
	C12:0	2.37	7.58	7.72
	C14:0	1.54	4.58	4.78
	C16:0	1.90	3.44	3.59
	C18:0	0.68	2.26	2.49
	SFA	6.70	19.33	19.91
	C18:1 *n*-9	2.82	4.80	5.26
	MUFA	2.82	4.80	5.26
	C18:2 *n*-6	3.62	5.03	7.36
	C18:3 *n*-6	0.12	0.22	0.26
	Total *n*-6 PUFA	3.74	5.26	7.62
	C20:5 *n*-3 (EPA)	0.00	2.03	0.01
	C22:6 *n*-3 (DHA)	0.00	4.58	0.01
	Total *n*-3 PUFA	0.00	6.61	0.02

^a^ EPAX 1050. EPAX 6015. ^b^ CaCO_3_ (57.7%); KCl (19.9%); KH_2_PO_4_ (11.9%); MgSO_4_ (10.4%). ^c^ Corn starch (98.22%); Ca(IO_3_)_2_ (0.0007%); CoCO_3_ (0.064%); CuO (0.02%); FeSO_4_ (0.5%); MnO_2_ (0.035%); Na_2_MoO_4_ (0.001%); NaSeO_3_ (0.0007%); ZnO (0.1%); Vitamin A (0.013%); B_2_ (Riboflavin-5-phosphate sodium; 0.027%); B_3_ (0.1%); B_5_ (Ca Pantothenate; 0.057%); B_6_ (0.023%); B_7_ (0.0007%); B_9_ (0.007%); B_12_ (0.00008%); D_3_ (0.007%); E (0.25%); K (0.003%). ^d^ Diet analyses were performed in triplicates, and the data were obtained by Gas chromatography mass spectroscopy.

**Table 2:** Changes in body weight composition and plasma lipid composition.

Parameter	Control	HFD-ED	HFD-CO
Total number of animals; *n*	9	12	12
Initial body weight (g)	27.50 ± 0.80	28.60 ± 0.80	24.30 ± 0.50
Final body weight (g)	31.40 ± 1.00	33.80 ± 0.80	36.20 ± 0.90
Change in body weight (g)	3.90 ± 0.50 ^a^	5.20 ± 0.30 ^a^	8.60 ± 0.50 ^b^
Absolute spleen weight (g)	0.09 ± 0.01	0.10 ± 0.00	0.09 ± 0.00
Spleen/body weight ratio (g/100 g)	0.29 ± 0.02 ^a,b^	0.29 ± 0.01 ^a^	0.24 ± 0.01 ^b^

The data are shown as mean ± SEM; different letters show significant different tested by ANOVA followed by Tukey’s multiple comparison test. To calculate the changes in body weight (g), initial body weight values from individual animals was subtracted from the final body weight measurement.

**Table 3:** The fatty acid profiles of different lipid fractions in spleen tissues (mg/g dry spleen biomass).

Neutral Lipids	Control *n* = 5	HFD-ED *n* = 8	HFD-CO *n* = 8
C12:0	0.00 ± 0.00	0.01 ± 0.00	0.06 ± 0.02
C14:0	0.01 ± 0.00	0.01 ± 0.00 ^a^	0.14 ± 0.06 ^b^
C16:0	1.03 ± 0.20	1.46 ± 0.22	3.34 ± 1.05
C18:0	0.21 ± 0.02	0.19 ± 0.04	0.13 ± 0.03
C18:1 *n*-9	1.78 ± 0.46	1.05 ± 0.17	1.43 ± 0.33
C18:2 *n*-6	0.03 ± 0.02 ^a^	0.2 ± 0.08 ^a^	0.86 ± 0.25 ^b^
C20:3 *n*-6	0.11 ± 0.01 ^a^	0.03 ± 0.01 ^b^	0.05 ± 0.02
C20:4 *n*-6	0.00 ± 0.00	0.00 ± 0.00	0.24 ± 0.14
C22:6 *n*-3	0.00 ± 0.00 ^a^	0.16 ± 0.04 ^b^	0.00 ± 0.00 ^a^
Total	3.16 ± 0.58	3.12 ± 0.43	6.25 ± 1.37
Free fatty acids			
C12:0	0.01 ± 0.00 ^a^	0.02 ± 0.00	0.04 ± 0.01 ^b^
C14:0	0.01 ± 0.00	0.02 ± 0.00	0.05 ± 0.01
C16:0	0.20 ± 0.02	0.20 ± 0.01	0.35 ± 0.07
C18:1 *n*-9	0.05 ± 0.00	0.05 ± 0.00 ^a^	0.06 ± 0.00 ^b^
C18:3 *n*-3	0.02 ± 0.00	0.02 ± 0.00	0.03 ± 0.00
C20:3 *n*-6	0.06 ± 0.01	0.02 ± 0.00 ^a^	0.07 ± 0.01 ^b^
C22:6 *n*-3	0.00 ± 0.00 ^a^	0.05 ± 0.00 ^b^	0.00 ± 0.00 ^a^
Total	0.35 ± 0.03	0.38 ± 0.02	0.60 ± 0.11
Phospholipids			
C12:0	0.00 ± 0.00 ^a^	0.01 ± 0.00	0.01 ± 0.00 ^b^
C14:0	0.07 ± 0.00 ^a^	0.15 ± 0.01 ^b^	0.13 ± 0.00 ^c^
C16:0	1.69 ± 0.05	1.70 ± 0.03	1.69 ± 0.05
C18:0	0.61 ± 0.02	0.59 ± 0.01	0.67 ± 0.04
C18:1 *n*-9	0.32 ± 0.01 ^a^	0.28 ± 0.01 ^b^	0.31 ± 0.01 ^a^
C18:2 *n*-6	0.12 ± 0.00 ^a^	0.22 ± 0.02 ^b^	0.14 ± 0.01 ^a^
C20:0	0.00 ± 0.00	0.01 ± 0.00	0.00 ± 0.00
C20:1 *n*-7	0.02 ± 0.00	0.02 ± 0.00	0.02 ± 0.00
C20:2 *n*-6	0.02 ± 0.00 ^a^	0.05 ± 0.01 ^b^	0.03 ± 0.00 ^a^
C20:3 *n*-6	0.17 ± 0.01 ^a^	0.18 ± 0.01 ^a^	0.25 ± 0.02 ^b^
C20:4 *n*-6	4.41 ± 0.10 ^a^	1.92 ± 0.05 ^b^	4.33 ± 0.08 ^a^
C20:5 *n*-3	0.00 ± 0.00 ^a^	0.41 ± 0.01 ^b^	0.00 ± 0.00 ^a^
C22:0	0.02 ± 0.01	0.02 ± 0.00	0.01 ± 0.00
C22:5 *n*-3	0.00 ± 0.00 ^a^	0.34 ± 0.01 ^b^	0.00 ± 0.00 ^a^
C22:6 *n*-3	0.20 ± 0.02 ^a^	0.82 ± 0.02 ^b^	0.19 ± 0.01 ^a^
Total	7.67 ± 0.19 ^a^	6.71 ± 0.13 ^b^	7.78 ± 0.22 ^a^

The fatty acid profiles from the mice fed either control, HFD-ED or HFD-CO are shown as mean ± SEM and as a proportion of total fatty acid fraction; different letters show statistical difference tested by ANOVA followed by Tukey’s multiple comparison test. For details see methods section.

## Supplementary Materials

The following are available online at http://www.mdpi.com/2072-6643/9/1/50/s1, Figure S1: (a) Venn diagram depicting overlaps among differentially expressed genes upon dietary intervention. Most regulation can be seen for comparison HFD-ED vs. control diet (ED vs. CD), and HFD-ED vs. HFD-corn oil (ED vs. CO). HFD-corn oil vs. control diet (CO vs. CD) shows comparatively less bidirectional differentially regulated genes; (b) Principle Component Analysis (PCA) plot based on the normalized gene expression from the spleen tissue fed control, HFD-ED and HFD-corn oil is plotted for assessing the quality of the datasets. No animals or any related data was excluded from further assessment; (c) A heatmap showing significantly regulated BPs (*p*-value < 10 × 10^9^) without immune system process for every diet comparison after 8 weeks. Changes in the diet, especially HFD-ED positively regulate BPs mostly related to DNA repair and cell cycle down-regulates NF-κB, interleukin-12 and interferon-gamma related processes. 

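Cell cycle genes rose on HFD-ED in both comparisons. Of 79 measured genes, 74 were higher than on control and 73 higher than on HFD-CO, with mean differences of 0.45 and 0.41 log2 units (camera, adjusted p = 6.33e-27 and 3.40e-23, and 0.302 and 0.231 with an estimated correlation). When adjusted over the list alone, 50 were higher than on control and 0 than on HFD-CO, while no gene passed over all probes. Mcm6, of the helicase that opens DNA for replication, differed from control by 0.62 (SE 0.16) and Stmn1, a regulator of microtubules in dividing cells, by 0.45 (SE 0.10). DNA repair genes had means of 0.13 and 0.13, with 47 of 73 higher than on control (adjusted p = 0.000113 and 3.60e-05, and 0.331 and 0.268 with an estimated correlation). Adjusted over the DNA repair list alone, 1 gene was higher and 2 were lower than on control, and 0 passed against HFD-CO. Lig1, a ligase that also joins replicating DNA, differed from control by 0.78 (SE 0.22), and Ercc5, of nucleotide excision repair, by -0.32 (SE 0.056). Means per mouse gave an exact permutation p of 0.0857 and 0.0571 for the cell cycle list and 0.114 and 0.0571 for DNA repair, against control and HFD-CO.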

HFD-ED = HFD-ED vs. control diet; HFD-CO = HFD-corn oil vs. control diet; ED-CO = HFD-ED vs. HFD-corn oil; (d) Illustration of linoleic acid and arachidonic acid signaling pathway analysis of the splenic transcriptome for the comparison HFD-ED vs. HFD-CO fed mice. The genes highlighted in red including *Gpx1* (glutathione peroxidase 1) and *Alox12* (arachidonate 12-lipoxigenase) are up-regulated and the genes in green including *Pla2g1b* (phospholipase A2 group IB), *Cyp4f14* (cytochrome P450 family 4 subfamily f polypeptide 14) and *Ptgis* (prostaglandin 12 synthase) are down-regulated. 

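Alox12 stood at 10.24 ± 0.35 (SD, n = 4 mice) on HFD-ED and 9.45 ± 0.063 (SD, n = 4) on HFD-CO, 1.73-fold, and all 4 HFD-ED mice lay above every HFD-CO mouse (exact permutation p = 0.0286). Over all probes limma gave an adjusted p of 0.319. The gene is also a member of the megakaryocyte and platelet list, in which 12 of 25 genes were higher when adjusted over the list alone, and Gp1bb, of the platelet receptor for von Willebrand factor, differed from HFD-CO by 0.54 (SE 0.088). Of the 5 genes drawn in Figure S1d, 2 were higher and 3 lower on HFD-ED, each with the sign the paper states, on a list the study chose on these samples. The sign of Cyp4f14, with a difference of -0.004, changed in 4 alternatives.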

In black are the lipid mediators and synthetic intermediates including prostaglandins, prostacyclins, leukotrienes, 5-oxo-eicosatetraenoic acid, 15-oxo-eicosatetraenoic acid, 12-hydroxy-eicosatetraenoic acid, 20-hydroxy-eicosatetraenoic acid.

# Supplementary material for: Splenic Immune Response Is Down-Regulated in C57BL/6J Mice Fed Eicosapentaenoic Acid and Docosahexaenoic Acid Enriched High Fat Diet
**Source:** Nutrients. 2017 Jan 10;9(1):50. doi: 10.3390/nu9010050
**Supplement:** Supplementary file 1

Supplementary Materials: Splenic Immune Response Is Down-Regulated in C57BL/6J Mice Fed Eicosapentaenoic Acid and Docosahexaenoic Acid Enriched High Fat Diet

Nikul K. Soni, Alastair B. Ross, Nathalie Scheers, Otto I. Savolainen, Intawat Nookaew,
Britt G. Gabrielsson and Ann-Sofie Sandberg

| 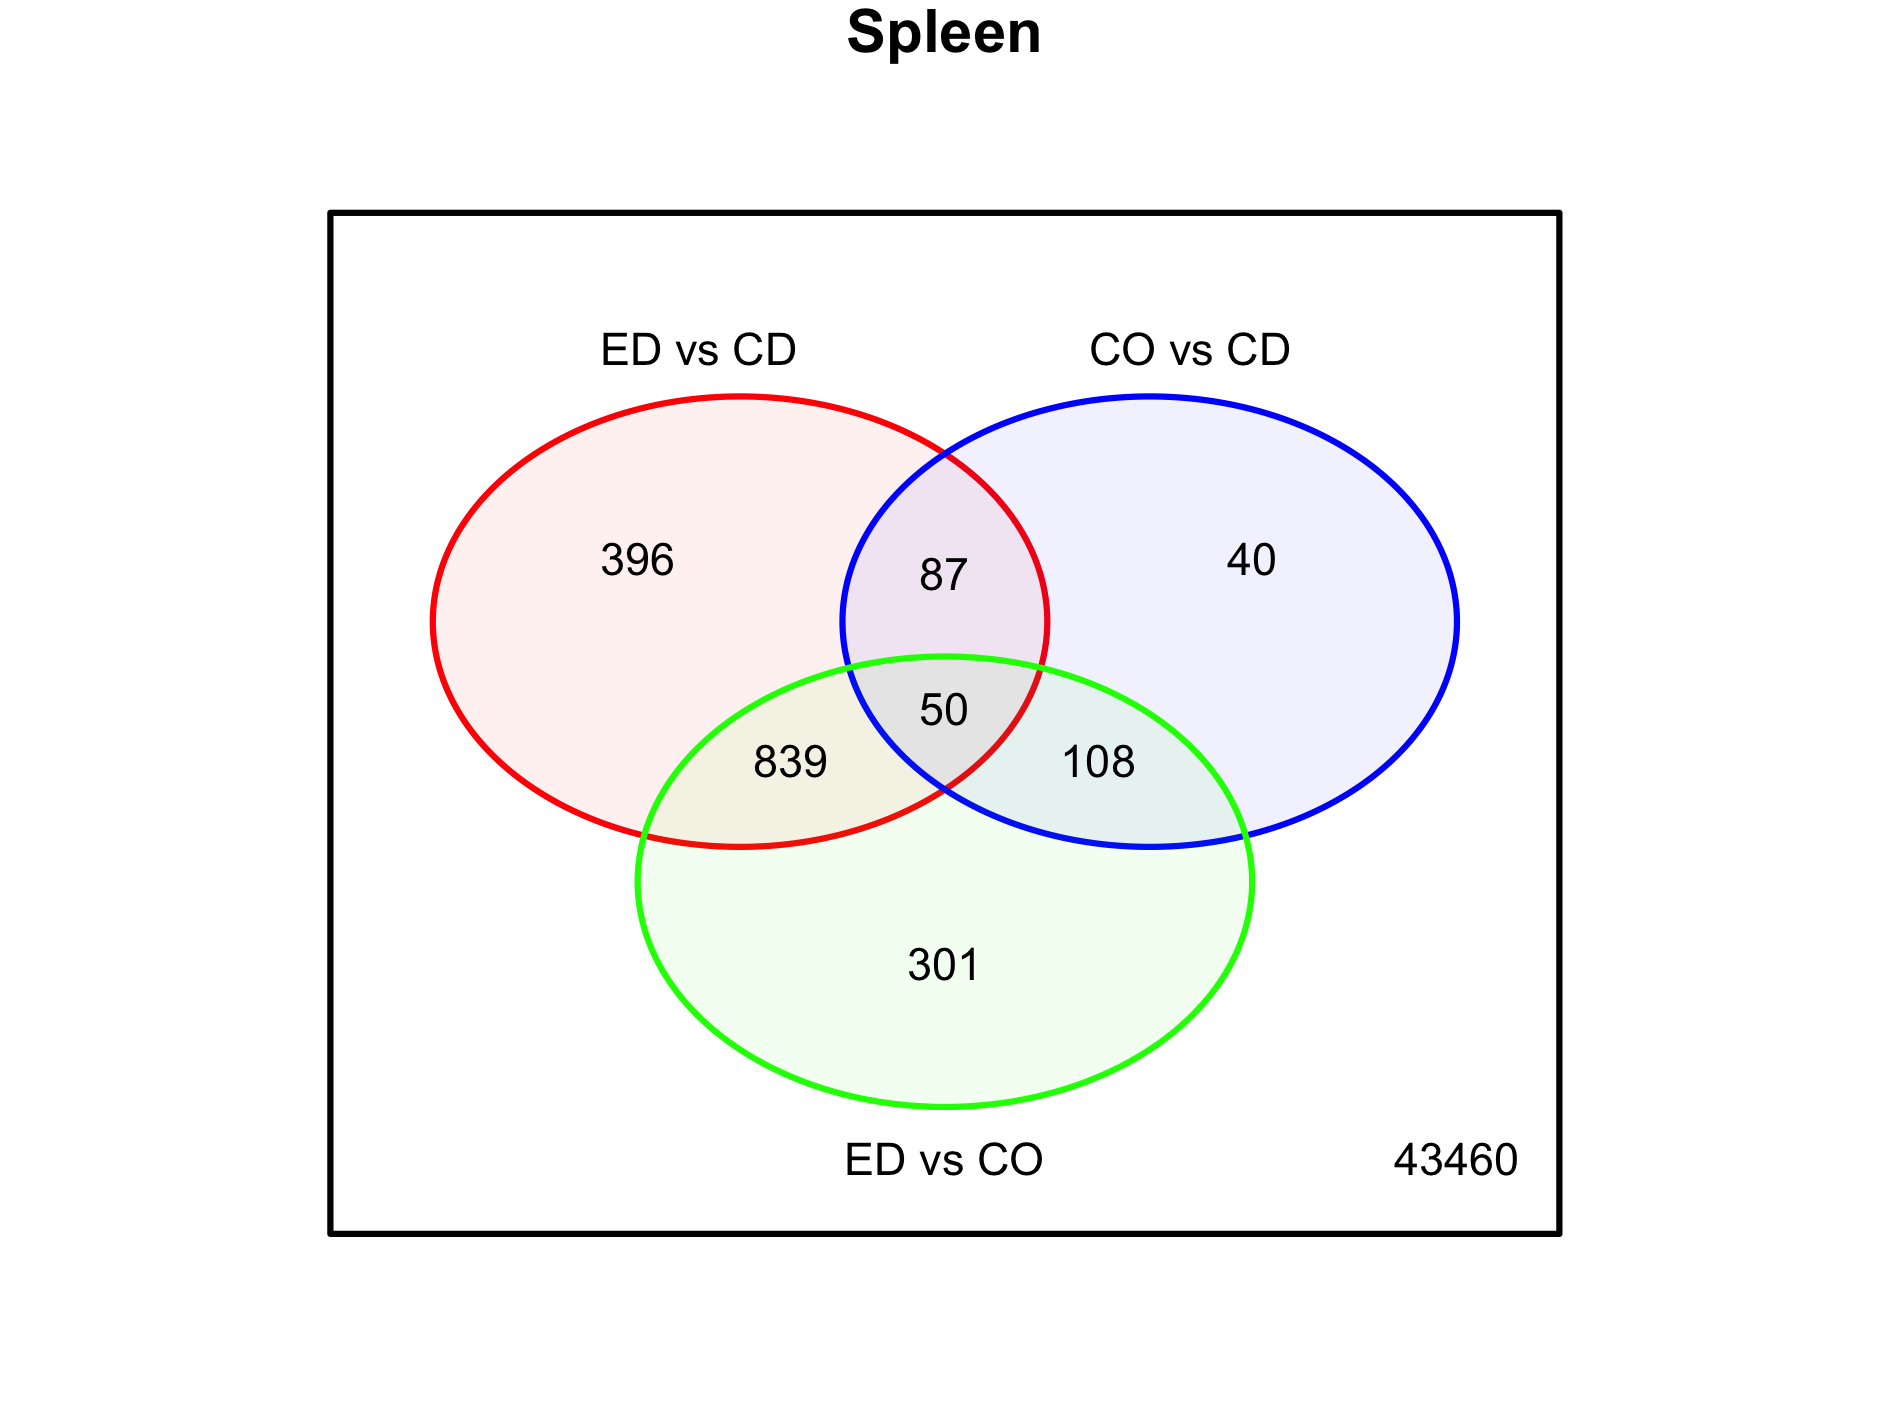 |
| --- |
| (**a**) |
| 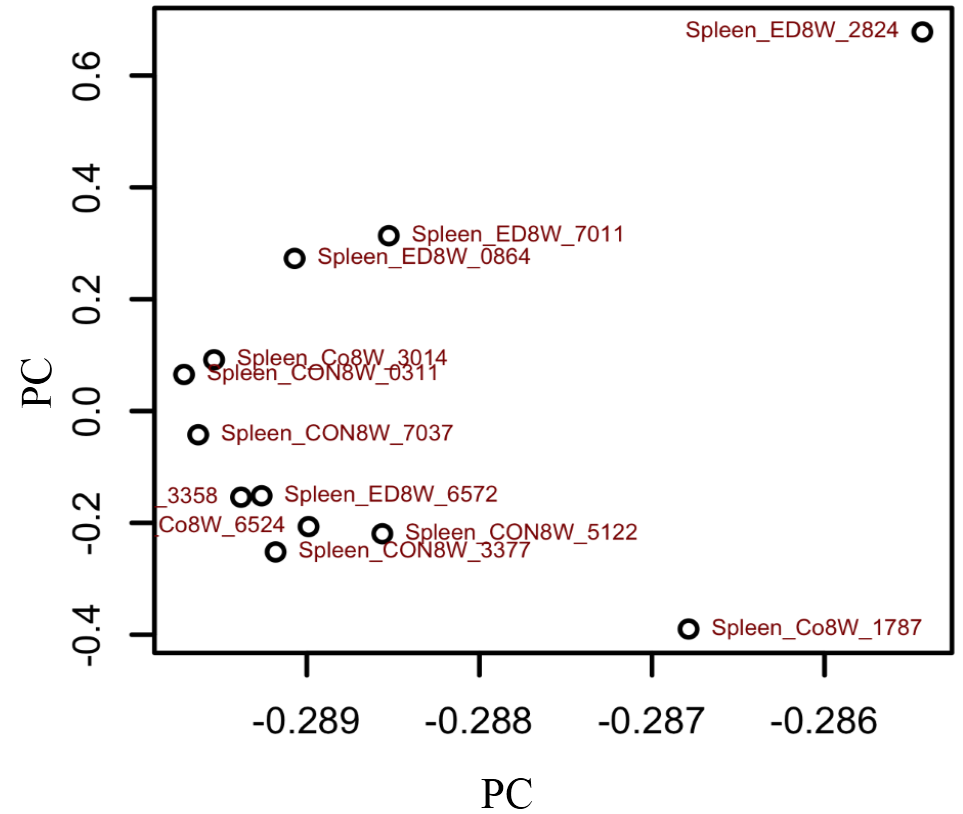 |
| (**b**) |
|  |
| (**c**) |
|  |
| (**d**) |

**Figure S1.** (**a**) Venn diagram depicting overlaps among differentially expressed genes upon dietary intervention. Most regulation can be seen for comparison HFD-ED vs. control diet (ED vs. CD), and HFD-ED vs. HFD-corn oil (ED vs. CO). HFD-corn oil vs. control diet (CO vs. CD) shows comparatively less bidirectional differentially regulated genes; (**b**) Principle Component Analysis (PCA) plot based on the normalized gene expression from the spleen tissue fed control, HFD-ED and HFD-corn oil is plotted for assessing the quality of the datasets. No animals or any related data was excluded from further assessment; (**c**) A heatmap showing significantly regulated BPs (*p*-value < 10 × 10^9^) without immune system process for every diet comparison after 8 weeks. Changes in the diet, especially HFD-ED positively regulate BPs mostly related to DNA repair and cell cycle down-regulates NF-κB, interleukin-12 and interferon-gamma related processes. HFD-ED = HFD-ED vs. control diet; HFD-CO = HFD-corn oil vs. control diet; ED-CO = HFD-ED vs. HFD-corn oil; (**d**) Illustration of linoleic acid and arachidonic acid signaling pathway analysis of the splenic transcriptome for the comparison HFD-ED vs. HFD-CO fed mice. The genes highlighted in red including *Gpx1* (glutathione peroxidase 1) and *Alox12* (arachidonate 12-lipoxigenase) are up-regulated and the genes in green including *Pla2g1b* (phospholipase A2 group IB), *Cyp4f14* (cytochrome P450 family 4 subfamily f polypeptide 14) and *Ptgis* (prostaglandin 12 synthase) are down-regulated. In black are the lipid mediators and synthetic intermediates including prostaglandins, prostacyclins, leukotrienes, 5-oxo-eicosatetraenoic acid, 15-oxo-eicosatetraenoic acid, 12-hydroxy-eicosatetraenoic acid, 20-hydroxy-eicosatetraenoic acid.

How the deposited data were processed for this re-analysis (not part of the article)

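Spleen RNA of 12 mice, 4 each on the control, HFD-CO and HFD-ED diets, was measured on Illumina MouseWG-6 v2.0 BeadChips, 1 array per mouse. The authors extracted bead intensities with GenomeStudio and ran lumiExpresso of the lumi package (version 2.18.0 in the sample labels) with a variance-stabilizing transformation and quantile normalization, and the log2 values were used as deposited, without further normalization. The transformation gives values close to log2 for bright probes and compressed ones for dim probes, so that differences of dim genes are too small rather than too large. No probe was filtered out. All 45281 probes were tested, and 10378 of them carry no gene symbol and 18 carry several. For genes and gene sets, 1 probe per symbol was taken, the one with the highest mean over the 12 arrays. Detection p-values were not used here.

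The diets were fitted together in R 4.3.3 with limma 3.58.1 (lmFit and eBayes at default settings, 1 coefficient per diet, two-sided), and HFD-ED against control, HFD-CO against control and HFD-ED against HFD-CO were each adjusted over all probes by the Benjamini-Hochberg method. Calls were counted at an adjusted p of 0.001, the threshold of the paper, and of 0.05, and a gene or list was said to rise or fall at 0.05. Before the data were examined, 40 gene lists with 1190 genes were written by hand, of which 1087 genes were measured and 39 lists had at least 5 measured genes. Some lists of biology and cell types hold genes the study names, such as Ly96 among Toll-like receptor genes and Alox12 among megakaryocyte genes. Such lists are not fully independent of the study's choice of genes. Lists were tested with limma's camera at a preset correlation of 0.01, and so were 904 mouse Reactome sets of 10 to 500 measured genes from fgsea 1.28.0. Both were also tested with estimated correlations. Means of lists per mouse were compared by exact two-sided permutation tests, for which 4 mice against 4 allow no p under 0.0286.

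The genes named were fixed by rule: every gene the paper names for its arrays, up to 10 probes each way past an adjusted p of 0.05 without overlap between the diets, and up to 4 members with the smallest p of each list described. Of the Reactome sets, up to 5 each way with the smallest p were eligible. The test was also run on simulated arrays of the same size and spread with 200 probes shifted, in 20 draws. Probes with no shift were called at 0.05 in 9 of the draws, up to 473 in a draw, and a median of 0.

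Alternatives, set before the data were examined, were the replicate number as a block, other variance models and array weights, a filter on dim probes, 1 probe per gene symbol, other normalizations, a fit of only the diets compared, other adjustments and a plain test per probe, and leaving out each mouse in turn. For lists and sets they included an estimated correlation, and for lists a rank test. The replicate numbers do not pair mice, since of 12 pairs of equal number in different diets 4 correlated above 0.1 and 3 mice correlated best with their own number. The real-time PCR data, the plasma measures and the gene ontology and KEGG sets of the paper were not used here.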

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

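The test of a mouse that did not respond was set before its result was seen, and the other tests of explanations here were chosen afterwards. In 327 groups of 4 mice, on components, gene lists and named genes, the gap between the highest or lowest mouse and its nearest neighbor was compared with the whole range of the group. It passed Dixon's critical value for 4 samples in 18 groups, where chance gives about 16.4, so that the number of such groups is what chance gives. They fell 9 times on HFD-ED, 5 times on HFD-CO and 4 times on control.

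Among list scores (mean deviation from the 12-mouse mean, log2 units) a mouse far from the others of its diet was found for interferon-gamma response genes in control replicate 2, at 0.13, and for arachidonic and linoleic acid genes in control replicate 1, at 0.024. Likewise, sterol and fatty acid synthesis genes in HFD-ED replicate 2 lay at -0.030, smooth muscle genes in the same mouse at -0.13, and ribosomal protein genes in HFD-CO replicate 2 at 0.0033. In HFD-ED replicate 3, natural killer cell genes lay at -0.16 and mast cell genes at 0.15.

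Among genes (normalized log2 level) HFD-ED replicate 3 lay apart for Ccl19 at 10.23, Ccl5 at 11.01 and Hmgb2 at 10.82, where the other HFD-ED mice lay from 10.89 to 11.01, from 11.51 to 11.56 and from 9.62 to 9.67. HFD-ED replicate 1 lay apart for Ddx58 at 7.97 and Hcls1 at 9.10, both above the others. HFD-CO replicate 3 lay apart for Marchf8 at 7.65, Naip2 at 7.48 and Rhag at 7.72, and control replicate 2 for Syk at 7.69 and Prkcd at 10.85. HFD-CO replicate 4 lay apart for Pla2g1b at 10.22.

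Among lists of cell types, camera called megakaryocyte and platelet genes, of which the paper names the negative regulation of megakaryocyte differentiation, up on HFD-ED against control, with a mean difference of 0.25 log2 units, and neutrophil and granule genes, by 0.39. On HFD-CO against control it called pancreatic acinar genes up by 1.07, and by 0.25 without HFD-CO replicate 4 (exact permutation p with all mice = 0.371), and adipocyte genes by 0.098. With an estimated correlation none of these calls held (adjusted p = 0.163, 0.360, 0.994 and 0.893).

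Erythroid and cell cycle genes were high and genes of several immune-cell lists, among them T-cell, B-cell, MHC and NF-κB genes, low in the same mice, HFD-ED replicates 2, 3 and 4. Natural killer cell, Toll-like receptor and dendritic cell genes lay below every control mouse in HFD-ED replicate 1 as well. Between HFD-ED and control, 232 bright immune genes had a median difference of -0.15 (SE 0.056). For 10659 bright genes of no list it was -0.011 (SE 0.0039), a gap of 0.13 (SE 0.054, exact permutation p = 0.0286). This gap cannot decide on quantile normalization by the authors as a cause. Normalization by itself holds the bulk of genes nearly fixed, and the immune genes were not compared with unlisted genes of equal level. Variation between mice that does not need EPA and DHA may account for part of the pattern. Over the 8 control and HFD-CO mice, as deviations from the mean of their diet, the erythroid score correlated with the mean of 8 immune lists at Pearson r = -0.910 (permutation p = 0.00221) and Spearman rho = -0.833 (permutation p = 0.0154). In a family of 12 relations the adjusted p were 0.0127 and 0.0838, and without HFD-CO replicate 3 and control replicate 4, the mice farthest from the median, r was -0.862. The cell cycle list correlated with the erythroid list at r = 0.960 (permutation p = 0.000992) and rho = 0.786 (permutation p = 0.0279), with adjusted p of 0.0119 and 0.0838. Interferon-gamma genes did not follow (r = -0.030, rho = -0.095, permutation p = 0.949 and 0.840). Neutrophil genes had r = 0.690 and rho = 0.810 (permutation p = 0.0611 and 0.0218). Megakaryocyte genes, which rose along with erythroid genes on HFD-ED, had r = -0.476 and rho = -0.238 (permutation p = 0.233 and 0.582).

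What stays open for this pattern is quantile normalization, the diet and dilution of other RNA by added erythroid cells. The erythroid score differed between HFD-ED and control with an exact permutation p of 0.0857. The natural killer cell, Toll-like receptor, dendritic cell and megakaryocyte scores differed with 0.0286 each, or 0.253 adjusted over the lists. These diets also differ in total fat and cholesterol. Against HFD-CO, which matches HFD-ED in both, the erythroid score had an exact permutation p of 0.0857. In that comparison 7 of 39 lists reached 0.0286, or 0.149 adjusted over the lists. In neither comparison can an effect of the diet be told apart from differences between mice at 4 mice per diet. Dilution predicts a like fall of every other cell type. The B-cell score minus the mean of the endothelium, stroma and red pulp macrophage scores differed by -0.12 between HFD-ED and control (SE 0.073, exact permutation p = 0.229), within the spread between mice, so that dilution cannot be told apart either. Natural killer cell and Toll-like receptor genes were low in HFD-ED replicate 1 too, at -0.062 and -0.011, while its erythroid score was -0.44, which goes against dilution in that mouse. With the erythroid score in the fit, the difference between HFD-ED and control was -0.092 (SE 0.032) for natural killer cell and -0.054 (SE 0.016) for Toll-like receptor genes, from -0.14 (SE 0.039) and -0.096 (SE 0.027) without it. Leaving out HFD-ED replicate 1 made it -0.016 (SE 0.034) and -0.049 (SE 0.026), both within 2 standard errors of 0, so that for these lists dilution stays open in the other mice. The rise of megakaryocyte genes goes against dilution alone.

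HFD-CO replicate 4 had high levels of pancreatic enzyme genes. The pancreas lies next to the spleen, and RNA of pancreas in the piece of tissue is a candidate explanation: of 38 genes of a hand-written list, acinar genes and some of islets, 33 or 86.8% lay above the highest of the 10 mice other than HFD-CO replicates 1 and 4, and 30 in HFD-CO replicate 1. The most abundant were Cela2a at 14.59, Amy2a5 at 14.44 and Clps at 13.64, against at most 9.20, 12.14 and 8.09 in those 10 mice. The count runs over the list in which the pattern was seen, so that it shows how much of the list moved and not where the RNA came from. Of the islet genes in the list, Ins2 lay at 7.16, Pyy at 7.10, Gcg at 7.08, and Sst and Iapp at 7.04, near the lower end of the values, so that they give no support to islets in the piece. The HFD-CO diet as a cause cannot be told apart, as 2 of the 4 HFD-CO mice lay above the highest control mouse and the others did not, which an effect that varies between mice would also give. The bound for the count of HFD-CO mice was chosen after the pattern was seen, and was later loosened with the count known. Under the first bound the HFD-CO diet would have counted as excluded. Of the 38 genes, 5 had a mean over 7.5 in those 10 mice, 2 are also in another list, and 1, Pla2g1b, is named by the study.

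HFD-ED replicate 1 lay with the control and HFD-CO mice on component 1. For labels swapped with a control or HFD-CO mouse, no partner stood fully in its place: the highest score on component 1 among the 8 control and HFD-CO mice was 5.01, in HFD-CO replicate 3, under the lowest of HFD-ED replicates 2 to 4, at 15.0. Still, 2 mice, HFD-CO replicate 3 and control replicate 4, lay closest to the HFD-ED mean, so that a swap stays open. The paper lists EPA in spleen phospholipids of HFD-ED mice and none on the other diets, which goes against an exchange of diets among the mice profiled for fatty acids. It does not say which mice these were, and an exchange of RNA samples or arrays would not show there. The bound for excluding a swap was first set on component 1 alone, under which the swap would have counted as excluded, and it was widened to closeness to the HFD-ED mean after the splits of the mice had been seen. A mouse that did not respond to the diet cannot be told apart either, since the fatty acid oxidation list, meant as a marker of the diet, set only 1 of HFD-ED replicates 2 to 4 outside the range of the control mice. HFD-ED replicate 1 itself lay at -0.02407 on it, next to the lowest control mouse at -0.02375.

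Some values of HFD-ED replicate 1 go with its label. HFD-ED replicates 2 to 4 lay beyond all 8 control and HFD-CO mice in 18 of 39 lists. HFD-ED replicate 1 lay beyond them too in 3, those of natural killer cell, Toll-like receptor and megakaryocyte genes. It also did so for Alox12 at 9.97, Hmgb2 at 9.67 and Cd180 at 8.12, and for Zfp58 at 7.61, a probe picked by the fit on these labels. These values do not settle the swap or the lack of response, since other mice in its place did as well: the 4 lay beyond the remaining 8 in 7 lists with HFD-CO replicate 3, 4 with control replicate 4 and 3 with HFD-CO replicate 4. Among probes these numbers were 474 with HFD-ED replicate 1, 1058 with HFD-CO replicate 3, 752 with control replicate 4 and 218 to 457 with the other 6 mice.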

How the results depend on the processing

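Leaving out the pair of HFD-ED replicate 1 and HFD-CO replicate 4, and the settings named last, were chosen after the data were seen. At an adjusted p of 0.001 every alternative set in advance called 0 probes in each comparison, apart from the unadjusted p, with 174 for HFD-ED against control, 36 for HFD-CO against control and 128 for HFD-ED against HFD-CO. At 0.05 an unadjusted p gave 4620, 2072 and 4211. For HFD-ED against control, 1 probe per gene symbol gave 3, with fewer probes to adjust over, leaving out each mouse in turn gave 0 to 87, the highest without HFD-ED replicate 1, and leaving out the pair 71. For HFD-ED against HFD-CO the single call became 0 with the replicate block, eBayes with trend, dim probes left out, only the 2 diets compared, adjustment over the 3 comparisons together and the plain test per probe. Leaving out each mouse gave 46 without HFD-ED replicate 1, 1 without HFD-ED replicate 3, which was not Zfp58, and 0 without any other mouse, and leaving out the pair 8. Every other alternative gave 0 for HFD-CO against control. Except where stated, the cause was not tested.

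With an estimated correlation between genes camera called 0 lists in each comparison and 0 Reactome sets for HFD-ED against control and against HFD-CO. For HFD-CO against control, where 3 lists were called, a rank test with no gene correlation called 5, leaving out the pair 8, and leaving out each mouse 2 to 11, the highest without control replicate 4. For Reactome sets, leaving out each mouse gave 0 to 10 there, the highest without HFD-CO replicate 3, and 144 to 249 for HFD-ED against HFD-CO, the lowest without HFD-ED replicate 3. The overlap of calls between the HFD-ED comparisons ran from 0 to 32, the highest without HFD-ED replicate 1. Among principal components of the 12 samples, component 1 carried 44.0% of the variance with dim probes left out and 16.1% with probes scaled to unit variance.

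Of 13940 values of named genes under the alternatives, 13580 kept their side of the threshold, 343 newly passed it, 309 of them at an unadjusted p, 17 no longer passed it and 0 were counted as reversed. A change of sign alone was not counted here, and there were 112. Of 2454 values of gene lists, 2323 kept their side of the threshold, 72 lost and 59 gained a call. Some lists not called with all mice changed direction, such as sterol synthesis genes of HFD-ED against control, in 8 alternatives. In 40 of 559 results for named genes, none of them past the threshold, the sign changed under some alternative. Dim probes limit the arrays, since 75.2% of probes have a mean under 7.5, where the transformation compresses differences.

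A search for settings near the counts of the paper gave 1270, 395 and 994 probes at an unadjusted p under 0.01, 1312, 280 and 1177 with a difference over 0.3 and no test, 1356, 238 and 1198 with one spread of 0.1 for all probes, and 1042, 204 and 972 with one spread equal to the root mean square residual, in the order of comparisons above.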

Differences from the paper's values

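The paper gives 1372 differentially expressed genes for HFD-ED against control and 285 for HFD-CO against control at an adjusted p under 0.001, and limma called 0 probes in both at that threshold, with 4620 and 2072 at an unadjusted p under 0.05. For HFD-ED against HFD-CO the count of the paper is about 1300 in Figure S1a, read by eye, against 0 here and 4211 at an unadjusted p under 0.05. At the threshold of 0.001, none of the alternatives set before the data were examined reached these counts. In a search over 15 settings chosen after seeing the values, 4 came within 1.5 times of all of them: an unadjusted p under 0.01, a difference over 0.3 log2 units with no test, one spread of 0.1 log2 units for all probes in place of each probe's own, and one spread equal to the root mean square residual, with 1042, 204 and 972 probes. Of the genes the paper names as changed against control (37 measured) and against HFD-CO (41 measured), these settings drop 29 and 36, 15 and 16, 15 and 16, and 17 and 18. They are settings under which the counts lie near each other, not the method of the paper.

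The probes shared by the HFD-ED comparisons number about 890 in Figure S1a of the paper, and those shared by HFD-CO against control and HFD-ED against HFD-CO about 160, both read by eye, against 0 and 0 here. The counts here take probes with the same direction for the first pair and with opposite directions for the second. The figure may count shared probes in another way. None of the alternatives set before the data were examined reached either. Of the settings chosen after seeing the values, a difference over 0.3 gave 810 and 143, one spread of 0.1 gave 830 and 136, one spread equal to the root mean square residual 665 and 119, and an unadjusted p under 0.01 gave 382 and 67, with the numbers of dropped genes given above. Scores on component 1, scaled to length 1, match those of Figure S1b, with 0.678 for the highest and -0.152 for the lowest HFD-ED mouse and -0.389 for the lowest HFD-CO mouse.

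For direction, the genes the paper states as higher on HFD-ED had the same sign in 22 of 22 measured against HFD-CO and 19 of 20 against control, and those it states as lower in 19 of 19 and 15 of 17, while 0 passed an adjusted p of 0.05. As the study chose these genes on the same samples, the shared signs are not independent evidence of direction. The exceptions are against control, where the paper states Adipoq and Grem1 as lower and Ecm1 as higher on HFD-ED against control or HFD-CO. Adipoq differed by 0.17 (adjusted p = 0.884), Grem1 by 0.00058 (adjusted p = 0.998) and Ecm1 by -0.028 (adjusted p = 0.961), and against HFD-CO their signs were those of the paper. The signs against control are not stable: Adipoq took that of the paper in 1 alternative (-0.0010 without HFD-ED replicate 2), Grem1 in 5 (-0.037 without HFD-ED replicate 1) and Ecm1 in 2 (0.071 without control replicate 1). Among genes with the sign of the paper, that of Hmox1 against control (0.095) changed in 3 alternatives. That of Cyp4f14 against HFD-CO (-0.0040) changed in 4.

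The paper reports Cyp4f14 as lower on HFD-ED than on HFD-CO, and its level was 7.08 on both (adjusted p = 0.982). For T-cell, interferon-gamma and MHC class I processes the paper reports a rise on HFD-CO against control, and the lists here had means of 0.0026, 0.01 and 0.0075 log2 units (adjusted p = 0.630, 0.793 and 0.649). It reports the same for T-cell co-stimulation and natural killer cell differentiation. The lists of co-stimulation and natural killer cell genes had means of -0.021 and -0.045 (camera, adjusted p = 0.630 and 0.135). Arachidonic and linoleic acid metabolism, which the paper reports as lower on HFD-ED against HFD-CO, had a mean of 0.019 (adjusted p = 0.382). The gene sets differ from those of the paper. Falls of T-cell, B-cell, Toll-like receptor and NF-κB lists and rises of erythroid, cell cycle and DNA repair lists on HFD-ED have the directions the paper states. These calls rest on camera's preset correlation, and with an estimated correlation 0 lists passed. Other splits of the mice gave as many called lists, so that chance cannot be excluded for the counts.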

Other observations

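The splits of the mice for probes and lists were tested after counts were seen, those for Reactome sets and overlaps before. Each comparison was refitted for all 35 splits of its 8 mice into groups of 4. For Reactome sets of HFD-ED against control chance can be excluded by this test taken alone, with 277 called, 255 at the highest other split, which exchanges HFD-ED replicate 1 and control replicate 4, and 1 of 35 splits as large, the smallest share that 35 splits can give and with no allowance for the number of counts tested. With an estimated correlation 0 of these sets passed. For gene lists of the same comparison it cannot, with 21 called, 22 at the highest other split and 2 splits as large. Against HFD-CO it can be excluded for neither, with 23 lists called, 24 at the highest other and 3 splits as large, and 225 Reactome sets called, 241 at the highest other and 2 splits as large. For HFD-CO against control it cannot be excluded either, with 3 lists called, 13 at the highest other and 27 splits as large, and 0 Reactome sets called, 185 at the highest other and 35 splits as large.

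For probes at an adjusted p of 0.05, the single call of HFD-ED against HFD-CO was matched by 4 splits, so that chance cannot be excluded. The split that exchanges HFD-ED replicate 1 and HFD-CO replicate 3 called 255, many times the real count, which points to a structure of the samples. Counts of 0 are matched by every split, 35 of 35, and test nothing, with the highest other at 13 at 0.05 for HFD-ED against control, in the split that exchanges HFD-ED replicate 1 and control replicate 4, 1 at 0.001, and 0 for the remaining counts. For the overlaps of calls, 100 of 100 drawn splits were as large as the real 0, with 0 at the highest other.

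The comparisons with control and with HFD-CO share the HFD-ED mice, which alone makes their differences correlate. Across probes, which are not independent, r was 0.796, against 0.495 in simulated groups without change, with a covariance of 0.012 against 0.0032. With separate HFD-ED mice for each comparison, r ran from 0.352 to 0.576. For HFD-CO against control and HFD-ED against HFD-CO, r was -0.391 against -0.457 simulated, and -0.321 to 0.157 with separate HFD-CO mice.

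Further lists moved on HFD-ED against control: oxidative stress genes rose by 0.19 log2 units (adjusted p = 0.00308, 0.323 with an estimated correlation), dendritic cell genes fell by 0.15 (2.15e-05, 0.180), chemokine genes by 0.085 (0.0324, 0.163) and red pulp macrophage genes by 0.053 (0.0437, 0.323). The macrophage list had a lower mean on HFD-CO too, with a difference of -0.075 from control that did not pass (adjusted p = 0.159, and 0.042 without HFD-CO replicate 1 and 0.019 without control replicate 4) and all 4 HFD-CO mice below every control mouse (exact permutation p = 0.0286, and 0.557 adjusted over the lists). The chemokine call was lost without control replicate 2 or HFD-ED replicate 4 (adjusted p = 0.058 and 0.068), and the macrophage call without any of 7 mice, control replicates 1, 2 and 3, HFD-CO replicate 3 and HFD-ED replicates 1, 3 and 4 (adjusted p from 0.052 to 0.163). Against HFD-CO, oxidative stress genes rose by 0.19 (0.00114, 0.231), and dendritic cell genes fell by 0.12 (0.00160, 0.231), MHC class II genes by 0.20 (1.06e-05, 0.231), stroma genes by 0.12 (0.000887, 0.236), pancreatic acinar genes by 1.09 (4.87e-07, 0.370; 0.27 without HFD-CO replicate 4), type I interferon genes by 0.037 (0.0118, 0.236) and adipocyte genes by 0.085 (0.0359, 0.356). The type I interferon call was lost without HFD-CO replicate 3, HFD-ED replicate 1 or HFD-ED replicate 4 (adjusted p from 0.081 to 0.126), and the adipocyte call without HFD-CO replicate 4, HFD-ED replicate 3 or HFD-ED replicate 4 (from 0.063 to 0.227).

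Lists that passed in no comparison with all mice were, with means for HFD-ED against control, plasma cell -0.032, sterol synthesis -0.0061, fatty acid oxidation -0.025, stem and progenitor -0.022, mast cell 0.053, mesothelium -0.033, endothelium -0.055, smooth muscle -0.094, skeletal muscle -0.038, handling stress -0.12, ribosomal protein -0.0071, arachidonic and linoleic acid metabolism 0.012, and the study's own lists of Figure 2a 0.10 and of the arachidonic acid pathway 0.18 log2 units. Some lists passed with 1 mouse left out and not with all. On HFD-ED against control these were plasma cell genes without HFD-ED replicate 3 (adjusted p = 0.038), called up and so against the sign of the mean over all mice, adipocyte genes, up, without control replicate 1 or HFD-ED replicate 4 (0.013 and 0.034), and, all down, stroma genes without HFD-ED replicate 1 or 2 (0.046 and 0.013), endothelium genes without HFD-ED replicate 2 (0.039), smooth muscle genes without control replicate 4 or HFD-ED replicate 3 (0.010 and 0.038), skeletal muscle genes without control replicate 2 or HFD-ED replicate 4 (0.035 and 0.036), and handling stress genes without control replicate 2, control replicate 4 or HFD-CO replicate 3 (0.041, 0.039 and 0.038). On HFD-CO against control, cell cycle genes passed, up, without control replicate 3, control replicate 4 or HFD-CO replicate 4 (0.023, 0.0002 and 0.0037), type I interferon genes, up, without control replicate 3 or 4, HFD-CO replicate 4 or HFD-ED replicate 1 or 2 (0.015, 0.045, 0.0037, 0.047 and 0.042), plasma cell genes, up, without control replicate 4 or HFD-CO replicate 4 (0.019 and 0.0097), smooth muscle genes, down, without the same mice (0.019 and 0.021), and endothelium and dendritic cell genes, down, without control replicate 4 (0.028 and 0.045). For HFD-ED against HFD-CO, plasma cell genes passed, down, without HFD-CO replicate 4 or HFD-ED replicate 1 (0.012 and 0.0068), mast cell genes, up, without HFD-CO replicate 4 or HFD-ED replicate 2 or 4 (0.038, 0.029 and 0.026), and, down, skeletal muscle genes without HFD-ED replicate 4 (0.024) and handling stress genes without HFD-CO replicate 1 (0.018). The cause was not tested.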
